# Profiling of gene expression in the brain associated with anxiety-related behaviors in the chronic phase following cranial irradiation

**DOI:** 10.1038/s41598-022-17310-z

**Published:** 2022-08-01

**Authors:** Hae-June Lee, Joong-Sun Kim, Changjong Moon, Yeonghoon Son

**Keywords:** Neuroscience, Cancer

## Abstract

Although the brain is exposed to cranial irradiation in many clinical contexts, including malignant brain tumor therapy, such exposure can cause delayed neuropsychiatric disorders in the chronic phase. However, how specific molecular mechanisms are associated with irradiation-induced behavioral dysfunction, especially anxiety-like behaviors, is unclear. In the present study, we evaluated anxiety-like behaviors in adult C57BL/6 mice using the open-field (OF) and elevated plus maze (EPM) tests 3 months following single cranial irradiation (10 Gy). Additionally, by using RNA sequencing (RNA-seq), we analyzed gene expression profiles in the cortex and hippocampus of the adult brain to demonstrate the molecular mechanisms of radiation-induced brain dysfunction. In the OF and EPM tests, mice treated with radiation exhibited increased anxiety-like behaviors in the chronic phase. Gene expression analysis by RNA-seq revealed 89 and 106 differentially expressed genes in the cortex and hippocampus, respectively, following cranial irradiation. Subsequently, ClueGO and STRING analyses clustered these genes in pathways related to protein kinase activity, circadian behavior, and cell differentiation. Based on our expression analysis, we suggest that behavioral dysfunction following cranial irradiation is associated with altered expression of *Cdkn1a*, *Ciart*, *Fos*, *Hspa5*, *Hspb1* and *Klf10*. These novel findings may provide potential genetic targets to investigate for the development of radioprotective agents.

## Introduction

Radiation therapy is commonly used to treat primary and secondary brain tumors, including glioma and glioblastoma^1,2^. However, exposure to ionizing radiation is associated with several side effects, including anxiety, depression, and cognitive impairment. The delayed effect of radiation-induced cognitive dysfunction has been reported in patients (> 6 months post-irradiation), indicating that these progressive memory deficits remain a significant risk^3^. A previous clinical study also reported that 30% and 17% of patients with a brain tumor suffer from anxious mood and depressed mood, respectively^4^. In addition, a previous longitudinal study analyzed anxiety symptoms in patients with a primary brain tumor receiving radiation therapy^5^, which might have a detrimental impact on the quality of life of cancer survivors.

Several preclinical studies have detected radiation-induced cognitive dysfunction in animal models using behavioral tests. For example, irradiated mice exhibited an adverse change in cognitive function during a contextual fear conditioning task or the Barnes maze test^6,7^. In addition, cranial radiation was found to lead to abnormal hippocampal-dependent cognitive function at 1 or 3 months after irradiation in the novel object recognition memory task^8,9^. Moreover, depression-like behavior was reported in adult mice at 90 days following cranial irradiation, indicating that ionizing radiation might progressively affect emotional function^10^. Increased anxiety-like behavior has been reported in a variety of rodent models, including models of obesity^11^, chronic stress^12^, and social disruption^13^. In addition, mice treated with radiation and temozolomide were shown to exhibit increased anxiety-like behavior at 6 weeks following cranial irradiation^14^. However, few behavioral studies on anxiety-like behavior in the chronic phase following cranial irradiation have been published to date.

To demonstrate how cranial irradiation affects brain functions, we investigated anxiety-like behavior in C57BL/6 mice at 3 months after cranial irradiation. In addition, we investigated the gene expression profiles in the cortex and hippocampus of adult mice after cranial irradiation to determine the molecular mechanisms by which ionizing radiation affects brain function and to identify novel candidate genes associated with behavioral dysfunction.

## Results

### Anxiety-like behavior in C57BL/6 mice in the chronic phase following cranial irradiation

A schematic diagram of this study is shown in Fig. 1A. To investigate whether cranial irradiation alters anxiety-related behaviors in the chronic phase, we first observed the behavior of mice in an OF apparatus. Irradiated mice spent significantly less time in the center, traveled less distance, and made fewer entries into the center of the apparatus, which are indications of enhanced anxiety-like behavior (Fig. 1B,C). However, no difference in total distance traveled was evident between controls and irradiated mice at 3 months post-irradiation. A similar pattern of behavior was observed in the EPM test. Mice irradiated with 10 Gy spent significantly less time and traveled less distance in the open arms of the EPM (Fig. 1D,E). In addition, irradiated mice traveled a significantly lower distance in the EPM, indicating a reduction in locomotor activity under anxiogenic conditions (Fig. 1E). These findings indicate that cranial irradiation enhanced anxiety-like behavior in the chronic phase following cranial irradiation.

**Figure 1:**
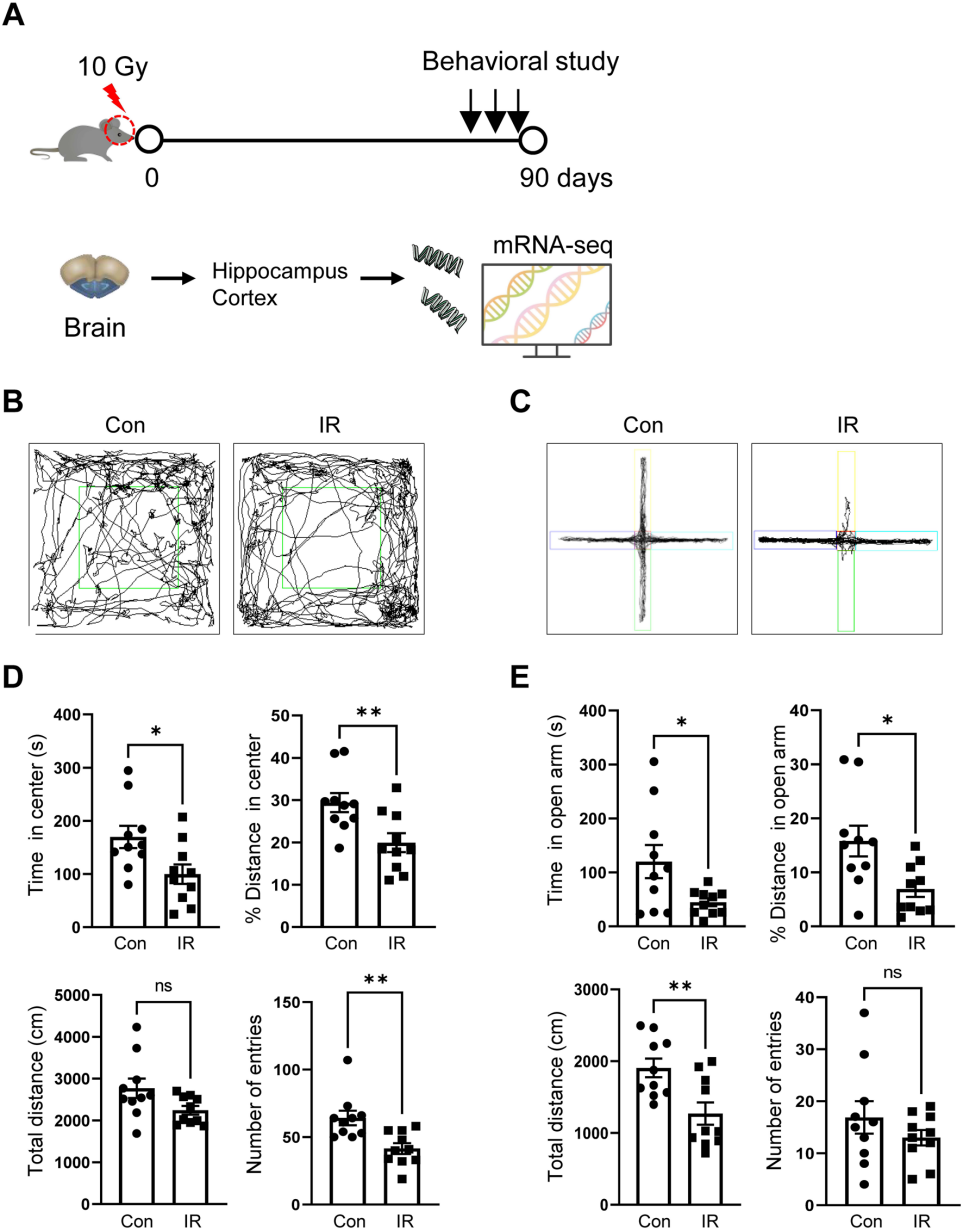
Anxiety-related behavior during the chronic phase following cranial irradiation. (**A**) Schematic diagram of our experimental procedure. (**B**) Representative tracking of mouse movement during the open-field (OF) test. (**C**) Representative tracking of mouse movement during the elevated plus maze (EPM) test. (**D**) The time spent in the center, % distance traveled from the center, total distance traveled, and number of entries in the OF apparatus were assessed in sham-irradiated (Con) and 10 Gy-irradiated (IR) mice. (**E**) The time spent in the open arm, % distance traveled in the open arm, total distance traveled, and number of entries in the EPM test were assessed in the Con and IR groups. Data are expressed as the mean ± SE (*n* = 10 per group). *p < 0.05 and **p < 0.01 *vs.* the Con group.

### Differentially expressed genes (DEGs) in the cortex and hippocampus after cranial irradiation

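RNA from the cortex and the hippocampus of male C57BL/6 mice was sequenced 3 months after sham irradiation (Con) or a single dose of 10 Gy to the head (IR). Each tissue had 3 Con and 3 IR libraries, 12 in all. The authors' methods name an RNeasy Lipid Tissue kit and poly(A) selection, whereas the labels of the samples name Trizol and total RNA, and which of them holds is not settled here. The authors aligned the reads with TopHat, estimated FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library) with Cufflinks and applied a geometric normalization. The values used here are these FPKM, which are listed by gene symbol without another identifier for 23183 genes, 3513 of them at 0 in every library. No read counts were used here, so the depth in reads is unknown. The steps between the lowest FPKM values put the depth of each library at 1 to 1.12 times that of Con 1 of the same tissue. FPKM summed to between 359773 and 393447 per library. The median ratio of a library to the geometric mean of all 12 was between 0.995 and 1.02, and no further scaling was applied. *Prox1*, a gene of dentate granule cells, was listed at 1.69 to 2.23 FPKM in the cortex and at 14.4 to 21.1 FPKM in the hippocampus. In the hippocampus *Prox1* was 15.9 ± 1.30 FPKM in Con and 19.8 ± 1.15 FPKM in IR (SD, n = 3), without overlap and with a log2 fold change of 0.305 (adjusted p = 0.247 from limma). The 10 genes of a hippocampus marker set tested there were higher in IR in 7 (median log2 fold change 0.26, adjusted p = 0.0451 from camera and 0.261 from fry). The names of the value columns end differently in the cortex and the hippocampus libraries, so a difference between tissues cannot be told apart from a possible difference between processing runs.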

To determine the radiation-specific gene profiles related to anxiety-like behavior, total RNA-seq was carried out in the cortex and hippocampus at 3 months after cranial irradiation. As a criterion for the RNA-seq data, we assumed a fold change of 1.5 and a *p*-value of 0.05. 

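Genes with an FPKM of at least 0.5 in at least 3 of the 6 libraries of a tissue were tested, 14065 in the cortex and 14043 in the hippocampus. A linear model of log2(FPKM + 1) was fitted in each tissue with limma, with a variance trend and a robust prior. The paper names a 2-tailed t test and a p under 0.05 for its group comparisons in general, and does not state whether this test gave the p of the RNA-seq criterion or whether that p was adjusted. That test was not run here. A gene was therefore counted as differentially expressed when its fold change from the model was at least 1.5 in either direction and its unadjusted p was under 0.05. A Benjamini-Hochberg adjusted p under 0.05 over all tested genes was counted separately. The folds in Table 2 equal the ratio of the group means of FPKM to within 5e-04. This ratio, which the pseudocount of 1 does not shrink, reached 1.5 in either direction in 367 tested genes of the cortex and 430 of the hippocampus. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1, so the p values given here are those of the model fitted across all genes.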

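In the cortex, 68 genes met both thresholds, of which irradiation upregulated 55 and downregulated 13. In the hippocampus, 74 genes did, 34 upregulated and 40 downregulated. The unadjusted p from limma was under 0.05 for 1983 genes (14.1%) in the cortex and 1958 genes (13.9%) in the hippocampus. All 3 IR libraries lay on the same side of all 3 Con libraries for 20.3% of the tested genes in the cortex and 19.8% in the hippocampus, where chance gives 10%. After adjustment, p was under 0.05 for 102 cortex genes, 79 upregulated and 23 downregulated. In the hippocampus, 4 genes had an adjusted p under 0.05, *Snord15b* and *Cdkn1a* being upregulated and *Gm2694* and *Csf1r* downregulated. *Serinc2* rose in the cortex from 2.31 ± 0.448 to 5.84 ± 1.22 FPKM (SD, n = 3), a log2 fold change of 1.04 (standard error 0.14, adjusted p = 0.0166 from limma). *Gm2694* fell in the hippocampus from 3.26 ± 0.544 to 0.999 ± 0.108 FPKM (SD, n = 3), a log2 fold change of -1.08 (standard error 0.11, adjusted p = 0.0424 from limma). *Snord15b*, a small nucleolar RNA, was listed at 0 in the 3 Con libraries of the hippocampus and at 17.5 ± 4.71 FPKM (SD, n = 3) in IR, a log2 fold change of 4.18 on the pseudocount scale. Of the 19 such small RNA genes above 1 FPKM in some library, 17 were also listed at 0 in another, which was the case for 51 of 13446 other genes. When the ratio of group means replaced the modelled fold, 263 genes in the cortex and 243 in the hippocampus met the thresholds. With an adjusted p in place of the unadjusted p, 33 and 4 genes did. By the ratio of group means, 150 of the cortex genes were upregulated and 113 downregulated. In the hippocampus 137 were upregulated and 106 downregulated, so the excess of downregulated genes there depended on how the fold was computed. In the hippocampus, Con and IR libraries of the same number were negatively correlated on average across genes after their group means were removed (r = -0.21, genes not being independent replicates). With the number as a block, 80 hippocampus genes met both thresholds and 1 gene had an adjusted p under 0.05.

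**Figure D1:**
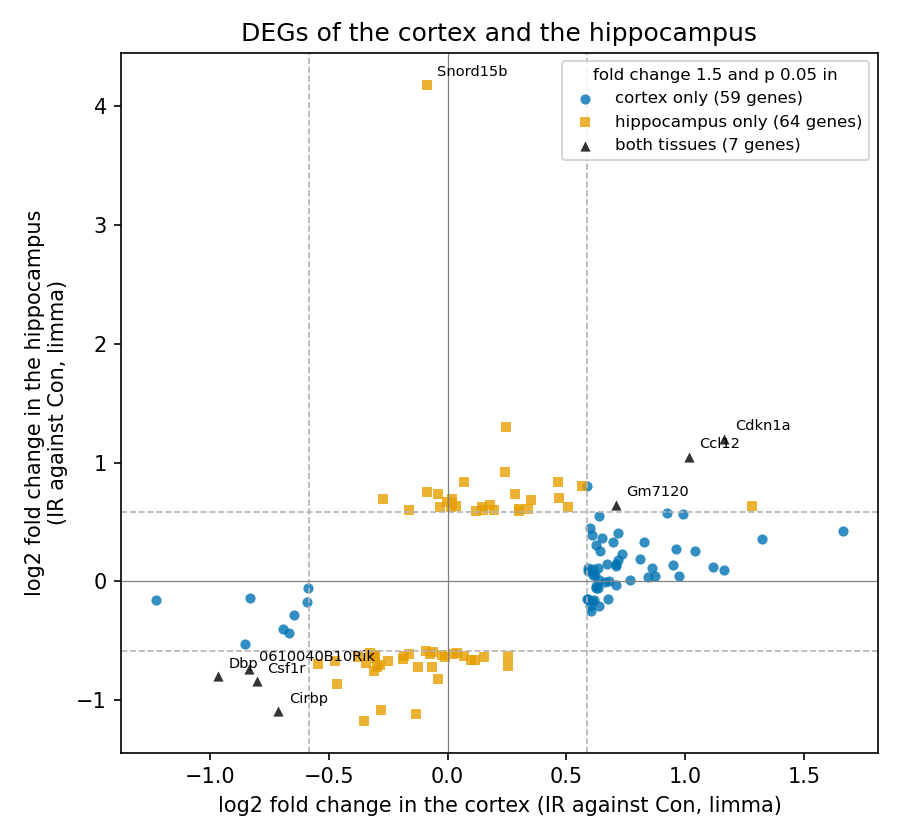
Log2 fold change of IR against Con in the cortex (x axis) and in the hippocampus (y axis) for each gene that met both thresholds in at least 1 tissue. The 59 genes that met them in the cortex only spread along the x axis and the 64 that met them in the hippocampus only spread along the y axis, the 7 shared genes lie in the corners of equal sign, and 5 genes tested in 1 tissue only are not drawn.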

Compared to their expression in the control group, 89 and 106 genes were differentially expressed in the cortex and hippocampus, respectively, of the irradiated mice (Fig. 2A). 

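With the thresholds and model used here, 61 genes were found in the cortex only, 52 upregulated and 9 downregulated. In the hippocampus only, 67 genes were found, 31 upregulated and 36 downregulated. Across the tissues, 83 of the genes found in a single tissue were upregulated and 45 were downregulated. A gene that meets the thresholds in a single tissue can still change similarly in the other, so the difference between the changes was tested with limma as an interaction of irradiation and tissue over 14577 genes in the 12 libraries. It had an adjusted p under 0.05 for 12 genes and an unadjusted p under 0.05 for 1500. For 10 of the 12 genes the log2 fold change was lower in the hippocampus than in the cortex. *Egr3* rose from 35.9 ± 1.81 to 71.6 ± 4.27 FPKM (SD, n = 3) in the cortex and stood at 34.2 ± 4.24 and 35.2 ± 2.21 FPKM in the hippocampus, an interaction of -0.93 on the log2 scale (adjusted p = 0.0299). The log2 fold change of *Homer1* was 0.84 in the cortex and 0.03 in the hippocampus, with an adjusted interaction p of 0.0303. With libraries of the same group and number treated as 1 mouse, 0 genes had an adjusted interaction p under 0.05 and 1497 an unadjusted p under 0.05.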

In detail, 75 and 92 genes were uniquely dysregulated in the cortex and hippocampus, respectively, while 97 genes were upregulated and 70 genes were downregulated. Moreover, 14 genes were dysregulated in both regions, while 9 genes were upregulated and 5 genes were downregulated.

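By the thresholds used here, 7 genes changed in both tissues, all in the same direction in each. *Ccl12*, *Cdkn1a* and *Gm7120* were upregulated, and *0610040B10Rik*, *Cirbp*, *Csf1r* and *Dbp* were downregulated. *Ccl12*, a chemokine gene, rose from 0.172 ± 0.173 to 1.39 ± 0.498 FPKM (SD, n = 3) in the cortex, a log2 fold change of 1.02 (adjusted p = 0.0336). Hippocampal *Ccl12* rose from 0.176 ± 0.166 to 1.48 ± 0.624 FPKM, a log2 fold change of 1.05 (adjusted p = 0.214). *Dbp*, a clock-controlled transcription factor gene, fell from 48.4 ± 2.93 to 24.3 ± 0.863 FPKM in the cortex and from 27.6 ± 3.36 to 15.4 ± 1.06 FPKM in the hippocampus (SD, n = 3). Its log2 fold changes were -0.97 (adjusted p = 0.000185) and -0.80 (adjusted p = 0.0823). *Cirbp*, which encodes a cold-inducible RNA-binding protein, fell from 68.96 ± 3.86 to 42.0 ± 6.28 FPKM in the cortex and from 74.3 ± 21.5 to 33.9 ± 8.17 FPKM in the hippocampus (SD, n = 3). The log2 fold changes of *Cirbp* were -0.71 (adjusted p = 0.0168) and -1.10 (adjusted p = 0.230). *Cirbp*, *Gm7120* and *0610040B10Rik* fall outside the rule by which genes were named and were chosen after their values were seen. *Cdkn1a* was the only gene of the 7 with an adjusted p under 0.05 in both tissues. The count of shared genes was 30 with the ratio of group means as the fold, 1 with an adjusted p in place of the unadjusted p, and between 4 and 10 with each library left out in turn.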

**Figure 2:**
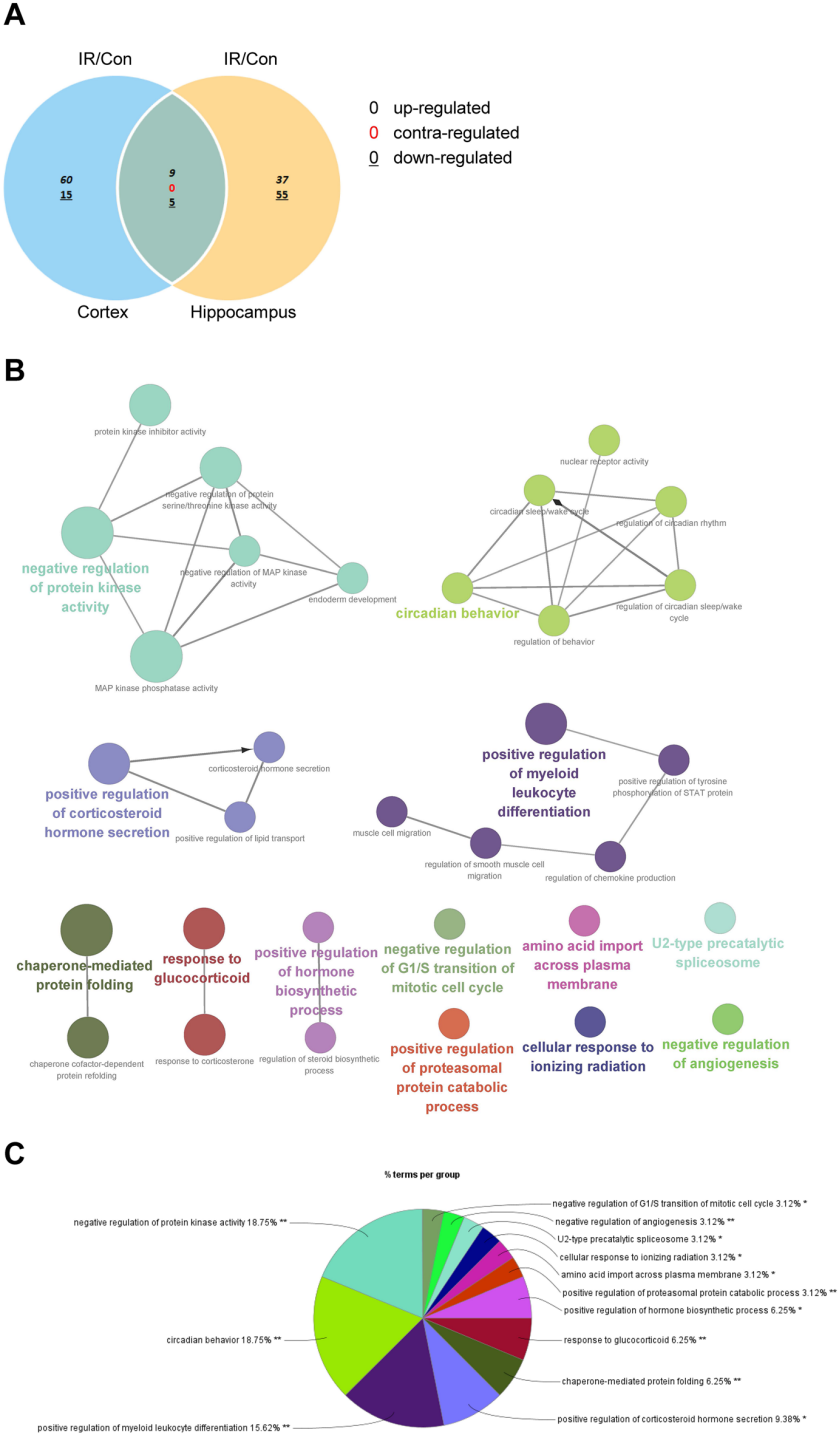
Gene ontology (GO) analysis of RNA-seq screening data. (**A**) Venn diagram of differentially expressed genes (DEGs) in the cortex and hippocampus between sham-irradiated (Con) and 10 Gy-irradiated (IR) mice. (**B**,**C**) ClueGO network analysis of enriched categories in the cortex and/or hippocampus after cranial irradiation. GO terms describing molecular interactions among targets are represented as nodes, and node size represents the term's enrichment significance.

### Functional gene annotation and enrichment analyses

The clustering heatmap of the 181 DEGs in the cortex and/or hippocampus at 3 months following cranial irradiation is shown in Supplementary Fig. 1. 

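Fig. 3A draws 165 of the differentially expressed genes by name, and all 165 are listed in the files. The ratio of group means reached 1.5 in either direction for 88 of them in the cortex, 72 upregulated and 16 downregulated. The hippocampus had 95 such genes, 44 upregulated and 51 downregulated. Each of the 165 genes reached the ratio in at least 1 tissue, and 18 reached it in both. With every library left out in turn, 43 of the 88 cortex genes and 29 of the 95 hippocampus genes stayed past 1.5, and 45 and 66 genes fell under it with some library left out. In addition to the ratio, the unadjusted p from limma was under 0.05 for 79 genes in the cortex and 74 in the hippocampus. The adjusted p was under 0.05 for 37 and 2 of them.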

The 181 DEGs modified by cranial irradiation in the functional network were clustered by ClueGO into functional groups related to Gene Ontology (GO) biological processes, resulting in 13 terms (Table 1). 

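Table 1 places 11 genes under the negative regulation of protein kinase activity. In the cortex, mean FPKM was higher in IR than in Con for 10 of them, all but *Shb*. The ratio of group means reached 1.5 for 9 of the 11 in the cortex and, in either direction, for 3 in the hippocampus, which were *Cdkn1a*, *Hspb1* and *Shb*. *Dusp6*, a phosphatase that inactivates ERK, rose from 19.4 ± 3.39 to 34.5 ± 1.56 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.81 (standard error 0.11, adjusted p = 0.0152). In the hippocampus its log2 fold change was 0.19 (adjusted p = 0.461), and the interaction had an adjusted p of 0.261. *Trib2* rose from 8.97 ± 1.25 to 13.6 ± 0.672 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.56 (adjusted p = 0.0336). *Dusp4* rose from 3.29 ± 0.751 to 5.72 ± 0.554 FPKM in the cortex (log2 fold change 0.66, adjusted p = 0.0618) and was 9.92 ± 1.53 and 9.83 ± 0.421 FPKM in the hippocampus, where its sign changed with the library left out. *Shb* fell in the hippocampus from 3.74 ± 0.141 to 2.23 ± 0.201 FPKM (SD, n = 3), a log2 fold change of -0.55 (adjusted p = 0.196), and changed by -0.03 in the cortex. Of the 6 genes listed under muscle cell migration, *Thbs4* fell in the hippocampus from 6.59 ± 1.05 to 3.60 ± 0.186 FPKM (SD, n = 3). Its log2 fold change was -0.72 (adjusted p = 0.161) in the hippocampus and 0.25 in the cortex (adjusted p = 0.521), with an adjusted interaction p of 0.163.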

The highest number of identified genes were classified directly under negative regulation of protein kinase activity (GO:0006469, GO:0071901), followed by regulation of circadian rhythm (GO:0042752) and muscle cell migration (GO:0014812). 

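Of the 5 genes listed under circadian behavior in Table 1, *Cort*, *Ciart*, *Egr1*, *Nr1d1* and *Ptgds*, 3 reached a ratio of group means of 1.5 in each tissue, though not the same 3. *Cort*, the gene of cortistatin, rose in the hippocampus from 3.36 ± 1.16 to 7.02 ± 0.162 FPKM (SD, n = 3), a log2 fold change of 0.92 (standard error 0.18, adjusted p = 0.216 from limma). In the cortex its log2 fold change was 0.24 (adjusted p = 0.556), the Con and IR libraries overlapped, and the interaction had an adjusted p of 0.437. Of the 5 genes listed under myeloid leukocyte differentiation, *Trib1* rose from 5.45 ± 1.71 to 10.5 ± 0.903 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.87 (adjusted p = 0.0930). In the hippocampus *Trib1* was 2.39 ± 0.621 and 2.50 ± 0.607 FPKM, a log2 fold change of 0.05, with an adjusted interaction p of 0.363. *Ccl5*, also in that list, was below the filter in both tissues. It was listed at 18.8 FPKM in Con 1 of the hippocampus and at no more than 0.312 FPKM in the other 5 hippocampus libraries. That Con 1 library also had the highest mean of 6 T cell genes, 0.278 FPKM against at most 0.0242 in the other 11 libraries.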

The genes whose expression was induced by radiation were mainly associated with protein kinase activity (18.75%), circadian behavior (18.75%), and myeloid leukocyte differentiation (15.62%) (Fig. 2B,C). Other biological processes, such as corticosteroid hormone secretion, chaperone-mediated protein folding, and the response to glucocorticoids, were also represented (Fig. 2C).

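For corticosteroid hormone secretion Table 1 lists *Bmp6*, *Crh* and *Ecrg4*. *Crh*, the gene of corticotropin-releasing hormone, rose in the cortex from 3.34 ± 0.325 to 5.19 ± 1.60 FPKM (SD, n = 3), a log2 fold change of 0.49 (adjusted p = 0.217). In the hippocampus *Crh* was 0.835 ± 0.389 and 0.866 ± 0.138 FPKM, a log2 fold change of 0.04 whose sign changed with the library left out. *Bmp6* fell in the hippocampus from 3.41 ± 1.15 to 2.18 ± 0.786 FPKM (SD, n = 3), with overlapping libraries (adjusted p = 0.380). All 6 genes listed under chaperone-mediated protein folding were higher in IR in both tissues. *Dnajb5* rose from 44.2 ± 3.61 to 70.8 ± 2.83 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.67 (adjusted p = 0.00400), and had a log2 fold change of 0.15 in the hippocampus (adjusted p = 0.498; interaction adjusted p = 0.203). *Sdf2l1* rose from 6.48 ± 0.225 to 11.8 ± 4.46 FPKM (SD, n = 3) in the cortex, with the highest value, 16.9 FPKM, in IR 1. In the hippocampus *Sdf2l1* was also highest in IR 1, at 21.6 FPKM, and the IR to Con ratio without that library was 0.969. A set of 14 endoplasmic reticulum chaperone genes was higher in IR in 14 of 14 genes in the cortex (median log2 fold change 0.33, adjusted p = 5.31e-09 from camera in limma) and in 13 of 14 in the hippocampus (0.28, adjusted p = 0.000117). By fry, the adjusted p of this set was 0.176 in the cortex and 0.328 in the hippocampus. Among the 8 genes listed under the response to glucocorticoids, *Sstr2* rose in the hippocampus from 2.73 ± 0.675 to 4.56 ± 0.777 FPKM (SD, n = 3), a log2 fold change of 0.58 (adjusted p = 0.257), and its cortex log2 fold change was 0.19 (interaction adjusted p = 0.493).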

**Table 1:** Gene Ontology (GO) terms of genes enriched by CuleGO analysis.

Process	Term ID	Term name	No. of Genes	Associated genes found
Cell cycle	GO:2000134	Negative regulation of G1/S transition of mitotic cell cycle	3	Cdkn1a, Klf4, Plk3
Angiogenesis	GO:0016525	Negative regulation of angiogenesis	6	Cd59a, Gadd45a, Gm20498, Klf2, Klf4, Thbs4
Spliceosome	GO:0071005	U2-type precatalytic Spliceosome	3	Cwc27, Lsm5, Lsm8
Response to radiation	GO:0071479	Cellular response to Ionizing radiation	4	Cdkn1a, Egr1, Gadd45a, Hspa5
Transport	GO:0089718	Amino acid import Across plasma membrane	3	Ntsr1, Per2, Slc6a13
Metabolic process	GO:1901800	Positive regulation of proteasomal protein catabolic process	6	Hspa1b, Klhl40, Nupr1, Plk3, Trib1, Trib2
Hormone metabolic process	GO:0046886 GO:0050810	Positive regulation of hormone biosynthetic process regulation of steroid biosynthetic process	3 4	Bmp6, Egr1, Gh Bmp6, Egr1, Gh, Nr1d1
Response to steroid hormone	GO:0051384 GO:0051412	Response to glucocorticoid Response to corticosterone	8 4	Bmp6, Cdkn1a, Crh, Dusp1, Fos, Fosb, Ptgds, Sstr2 Cdkn1a, Crh, Fos, Fosb
Protein folding	GO:0061077 GO:0051085	Chaperone-mediated protein folding Chaperone cofactor-Dependent protein refolding	6 4	Dnajb5, Hspa1b, Hspa5, Hspb1, Pdia4, Sdf2l1 Dnajb5, Hspa1b, Hspa5, Sdf2l1
Steroid hormone secretion	GO:0032370 GO:0035930 GO:2000848	Positive regulation of Lipid transport Corticosteroid hormone secretion Positive regulation of corticosteroid hormone secretion	4 3 3	Bmp6, Crh, Ecrg4, Ntsr1 Bmp6, Crh, Ecrg4 Bmp6, Crh, Ecrg4
Cell differentiation	GO:0014812 GO:0032642 GO:0014910 GO:0002763 GO:0042531	Muscle cell migration regulation of Chemokine production Regulation of smooth muscle cell migration Positive regulation of myeloid leukocyte differentiation Positive regulation of tyrosine phosphorylation of STAT protein	6 4 4 5 3	Ccl5, Ccn3, Egr1, Nr4a3, Thbs4, Trib1 Ccl5, Csf1r, Egr1, Klf4 Ccl5, Egr1, Nr4a3, Trib1 Ccl5, Csf1r, Fos, Klf10, Trib1 Ccl5, Csf1r, Gh
Behavior	GO:0042752 GO:0050795 GO:0048512 GO:0042745 GO:0042749 GO:0004879	Regulation of circadian rhythm Regulation of behavior Circadian behavior Circadian sleep/wake cycle Regulation of circadian Sleep/wake cycle Nuclear receptor activity	6 5 5 3 3 3	Cort, Klf10, Nr1d1, Per2, Ptgds, Sik1 Cort, Crh, Nr1d1, Nr4a3, Ptgds Ciart, Cort, Egr1, Nr1d1, Ptgds Cort, Nr1d1, Ptgds Cort, Nr1d1, Ptgds Nr1d1, Nr4a1, Nr4a3
Kinase activity	GO:0033549 GO:0007492 GO:0004860 GO:0006469 GO:0043407 GO:0071901	MAP kinase Phosphatase activity Endoderm development Protein kinase inhibitor activity Negative regulation of Protein kinase activity Negative regulation of MAP kinase activity Negative regulation of Protein serine/threonine kinase activity	4 4 5 11 5 7	Dusp1, Dusp4, Dusp5, Dusp6 Arc, Dusp1, Dusp4, Dusp5 Cdkn1a, Hspb1, Spry4, Trib1, Trib2 Cdkn1a, Dusp1, Dusp4, Dusp5, Dusp6, Gadd45a, Hspb1, Shb, Spry4, Trib1, Trib2 Dusp1, Dusp4, Dusp5, Dusp6, Spry4 Cdkn1a, Dusp1, Dusp4, Dusp5, Dusp6, Gadd45a, Spry4

To further demonstrate the perturbation induced by cranial irradiation, we examined targets of the DEGs using STRING analysis, selecting the top 10 GO terms (Fig. 3A,B). Among these, the most interesting identified GO terms were “circadian behavior”, “cell differentiation”, and “protein kinase activity”. 

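The 8 genes that Fig. 3A marks for circadian rhythm are *Bdnf*, *Ciart*, *Dbp*, *Egr1*, *Klf10*, *Nfil3*, *Nr1d1* and *Per2*. In the cortex, the ratio of group means passed 1.5 in either direction with an unadjusted p under 0.05 from limma for all 8, and 6 had an adjusted p under 0.05. In the hippocampus, 2 of the 8 did, *Ciart* and *Dbp*, and 0 had an adjusted p under 0.05, 3 having an unadjusted p under 0.05. *Nfil3* rose from 3.99 ± 0.305 to 6.56 ± 0.420 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.60 (adjusted p = 0.0139). The hippocampal increase was from 3.59 ± 0.393 to 5.27 ± 0.455 FPKM, a log2 fold change of 0.45 (adjusted p = 0.225). *Bdnf* rose from 5.12 ± 0.219 to 8.24 ± 0.571 FPKM (SD, n = 3) in the cortex, a log2 fold change of 0.59, and was 12.5 ± 0.949 and 11.2 ± 0.705 FPKM in the hippocampus, a log2 fold change of -0.15. The interaction for *Bdnf* was -0.74 on the log2 scale. Of the 6 genes marked for skeletal muscle cell differentiation, 4 reached the ratio with an unadjusted p under 0.05 in the cortex and 1 in the hippocampus. *Klhl40* fell in the cortex from 4.55 ± 0.151 to 2.94 ± 0.471 FPKM (SD, n = 3), a log2 fold change of -0.50 (adjusted p = 0.0579). *Egr2* rose from 1.92 ± 1.42 to 5.76 ± 2.24 FPKM in the cortex, a log2 fold change of 1.32 (adjusted p = 0.346), Con 1 standing at 0.281 FPKM. Of the 7 genes marked for protein kinase activity, 5 did so in the cortex and 2, *Cdkn1a* and *Hspb1*, in the hippocampus.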

In the network identified with the STRING analysis, whereas 8 and 6 genes were associated with circadian rhythm (GO:0007623) and skeletal muscle cell differentiation (GO:0035914), another 7 genes displayed association with protein kinase activity (GO:0071901).

**Figure 3:**
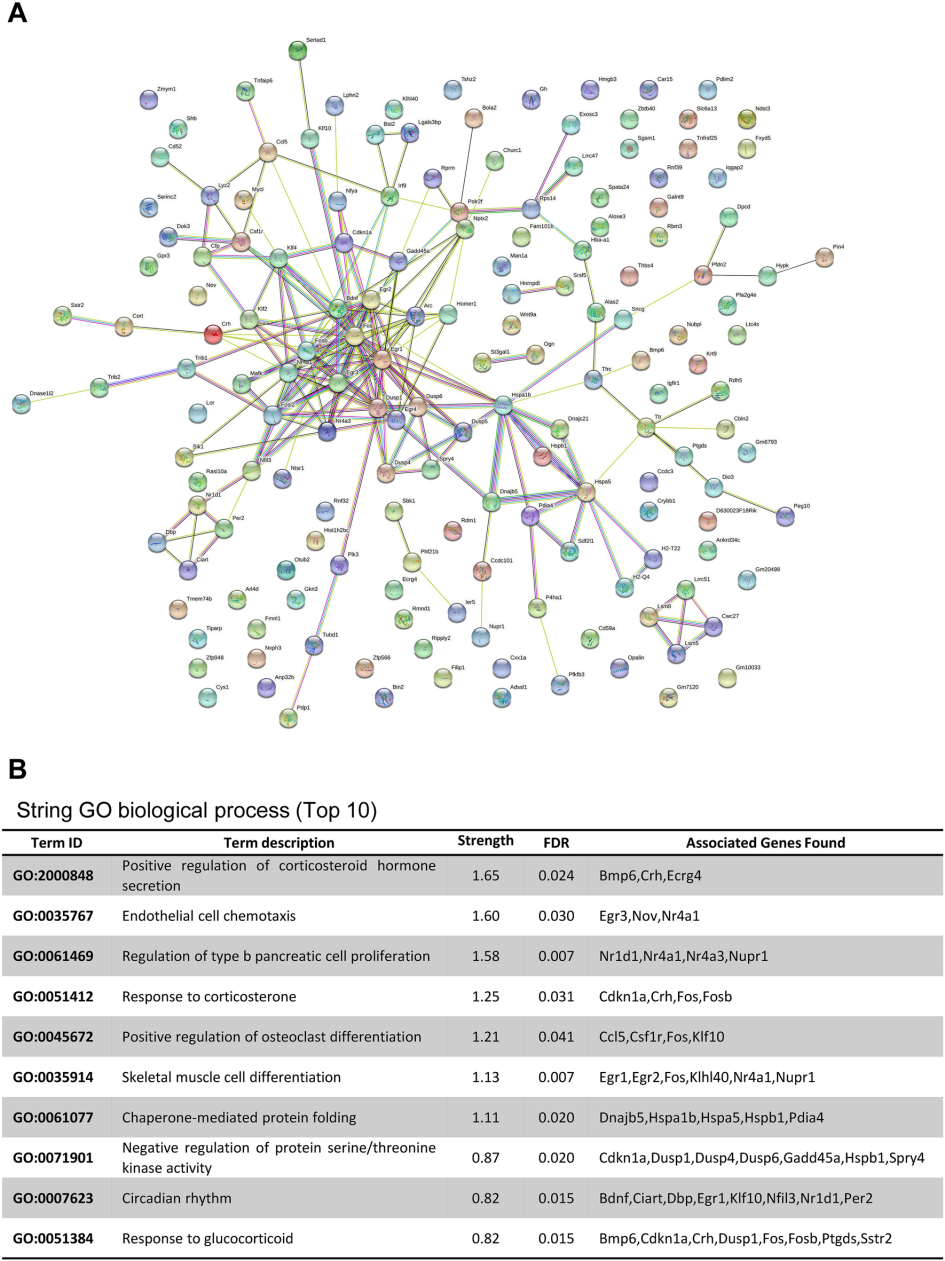
STRING network and enrichment analyses. (**A**) STRING analysis of 181 differentially expressed genes (DEGs) obtained upon RNA-seq analysis of the cortex and hippocampus between sham-irradiated (Con) and 10 Gy-irradiated (IR) mice. (**B**) The top 10 Gene Ontology (GO) biological processes that were functionally enriched in genes in the network were selected in order of highest strength with an FDR < 0.05.

### qRT–PCR validation

Since many DEGs were associated with several biological processes of the brain, the obtained RNA-seq data were validated by qRT–PCR. Notably, 30 genes clustered by both ClueGO (47 genes) and STRING (35 genes) analyses at 3 months post-irradiation were selected (Table 2). 

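For the 30 genes of Table 2 in 2 tissues, the ratio of group means had the direction of the paper's fold in all 60 pairs of gene and tissue. Those folds equal these ratios to within 5e-04, so the shared direction was given in advance. *Ccl5* did not pass the filter, which left 58 pairs tested. The unadjusted p from limma was under 0.05 for 32 of them, 24 in the cortex and 8 in the hippocampus. Adjusted over all tested genes, 9 pairs had a p under 0.05, 7 in the cortex and 2 in the hippocampus. Adjusted over the 30 genes alone, 25 did, 20 in the cortex and 5 in the hippocampus. Because the list was chosen by the paper from calls on these same data, the adjustment over the list does not show stability. Table 2 marks 43 of the pairs with asterisks, 27 in the cortex and 16 in the hippocampus. Of these, 31 had an unadjusted p under 0.05 here and 11 did not, 4 in the cortex and 7 in the hippocampus, and *Ccl5* in the hippocampus was not tested. The Con and IR libraries overlapped in 11 of the 43 pairs. In the cortex, *Dusp1* carries 3 asterisks and rose from 20.9 ± 8.04 to 31.9 ± 3.26 FPKM (SD, n = 3), with a log2 fold change of 0.66 (adjusted p = 0.433) and no overlap. *Nupr1* was 8.97 ± 2.83 and 13.5 ± 3.31 FPKM in the cortex with overlapping libraries (log2 fold change 0.56, adjusted p = 0.420). With the library number as a block, the unadjusted p from limma in the cortex was 0.0180 for *Dusp1* and 0.01997 for *Nupr1*, against 0.0873 and 0.0790 without it. The number is not known to link a Con with an IR library. Across genes, same-numbered Con and IR libraries of the cortex had a mean r of -0.014. With each library left out in turn, between 26 and 35 pairs had an unadjusted p under 0.05.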

To validate the RNA-seq data demonstrated the genes that were significantly up- or downregulated by cranial irradiation in both the cortex and hippocampal tissue, we examined the gene expression levels by qRT–PCR analysis. There were 9 DEGs whose levels were significantly upregulated by radiation exposure in both the cortex and hippocampus of the mouse brain. In addition, 4 genes were significantly downregulated in the cortex and hippocampal tissue. qRT–PCR analysis confirmed that 8 and 3 genes were significantly upregulated (Fig. 4A) and downregulated (Fig. 4B), respectively, in the chronic phase following cranial irradiation. 

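Fig. 4A shows *Cdkn1a*, *Fos*, *Ecrg4*, *Hspa1b*, *Hspa5*, *Hspb1*, *Klf10*, *Pdia4* and *Spry4*. *Cdkn1a*, the gene of the cell cycle inhibitor p21, rose from 6.01 ± 0.330 to 14.8 ± 2.06 FPKM (SD, n = 3) in the cortex, a log2 fold change of 1.16 (standard error 0.09, adjusted p = 0.000948 from limma). Its hippocampal FPKM rose from 2.12 ± 0.136 to 6.18 ± 0.1003 FPKM, a log2 fold change of 1.20 (standard error 0.08, adjusted p = 0.00175). *Hspa5*, which encodes the chaperone BiP, rose from 74.5 ± 3.29 to 118 ± 24.8 FPKM in the cortex (log2 fold change 0.64, adjusted p = 0.0778) and from 81.3 ± 7.67 to 123 ± 38.0 FPKM in the hippocampus (0.55, adjusted p = 0.3004), without overlap in either (n = 3). Its highest value was in IR 1 of both tissues. *Hspa1b* rose from 2.02 ± 0.157 to 3.47 ± 0.912 FPKM in the cortex (log2 fold change 0.55, adjusted p = 0.115) and from 4.03 ± 0.689 to 5.34 ± 1.21 FPKM in the hippocampus, where the libraries overlapped (0.32, adjusted p = 0.380). *Pdia4* rose from 11.8 ± 0.877 to 18.7 ± 4.36 FPKM in the cortex (log2 fold change 0.61, adjusted p = 0.0930) and from 16.0 ± 1.24 to 21.7 ± 6.35 FPKM in the hippocampus, with overlap (0.39, adjusted p = 0.363). *Spry4* rose from 2.69 ± 0.690 to 4.34 ± 0.0687 FPKM in the cortex (log2 fold change 0.55, adjusted p = 0.0929) and from 3.53 ± 0.481 to 4.23 ± 0.102 FPKM in the hippocampus, a ratio of 1.20 (adjusted p = 0.372). *Ecrg4*, listed as *1500015O10Rik*, had overlapping libraries in both tissues. In the cortex it was at 9.82 FPKM in IR 2 and at most 1.79 FPKM in the other libraries, and without IR 2 its IR to Con ratio was 0.925. Hippocampal *Ecrg4* was at 29.5 FPKM in IR 1 and 21.1 FPKM in Con 2, and its ratio ranged from 0.304 to 5.04 with a library left out. Across the 6 libraries of a tissue, *Ecrg4* followed the median of 17 other choroid plexus genes (exact permutation tests, Spearman's rho 0.829, p = 0.0583 and Pearson's r 0.975, p = 0.00556 in the cortex; rho 0.886, p = 0.0333 and r 0.986, p = 0.00556 in the hippocampus). Without the 2 libraries farthest from the median of these genes, r was 0.708 and 0.918.

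**Figure D2:**
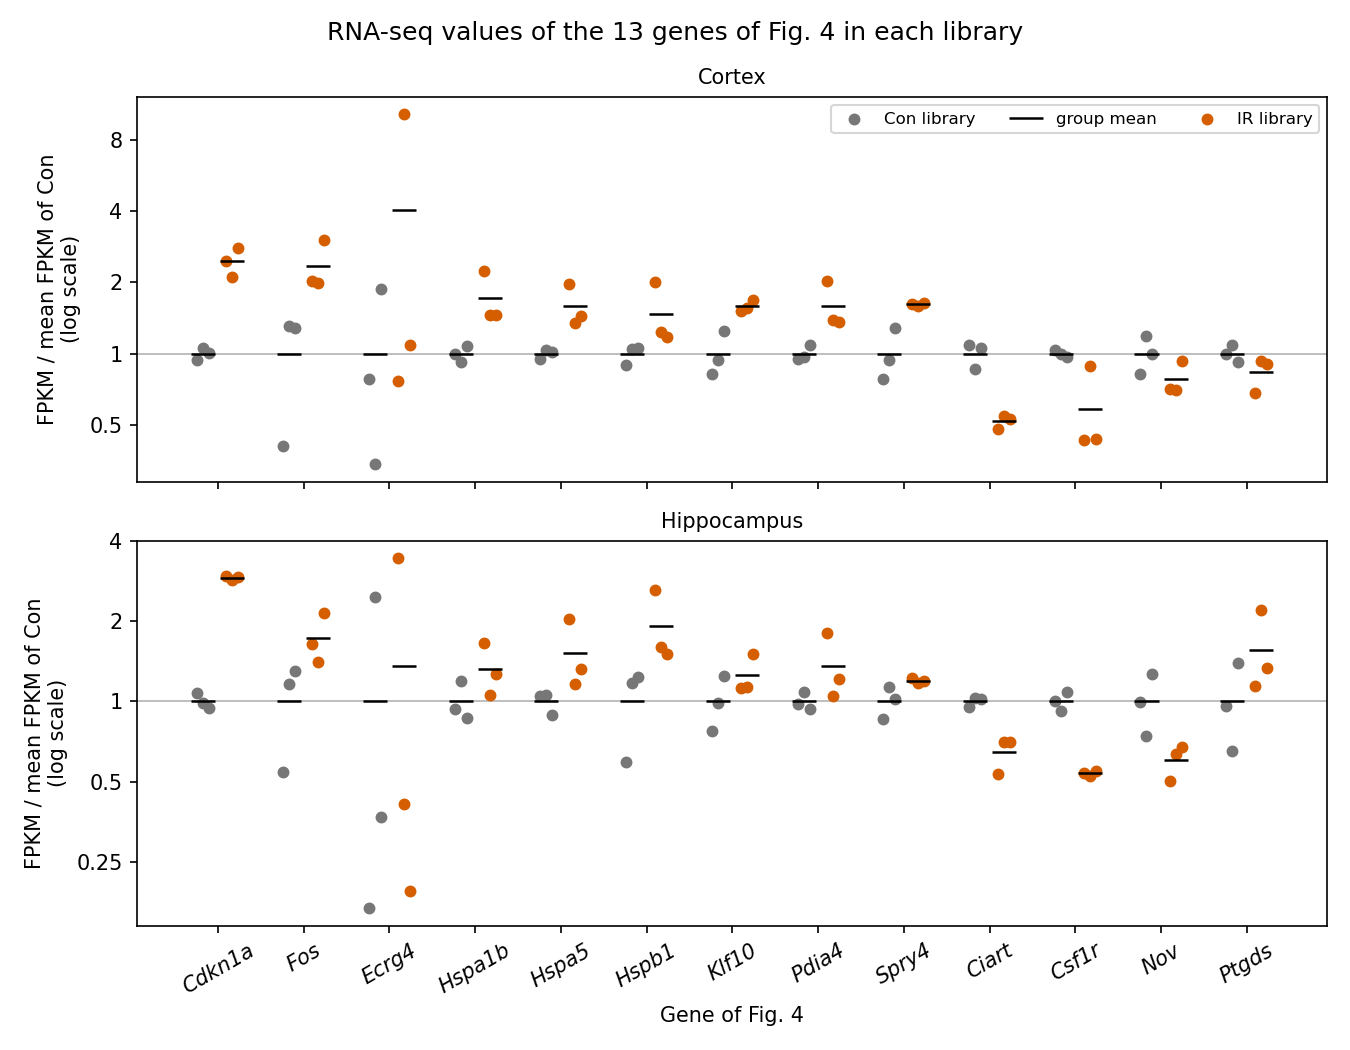
FPKM of each library divided by the mean of the 3 Con libraries, on a log2 scale, for the 13 genes of Fig. 4 in the cortex and the hippocampus. Points are libraries, bars are group means, and the wide spread of *Ecrg4* in both panels stands beside the narrow groups of *Cdkn1a*.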

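Fig. 4B shows *Ciart*, *Csf1r*, *Nov* and *Ptgds*. *Ciart*, a repressor in the circadian clock, fell from 12.7 ± 1.59 to 6.59 ± 0.432 FPKM (SD, n = 3) in the cortex, a log2 fold change of -0.85 (standard error 0.09, adjusted p = 0.00447 from limma). Its hippocampal FPKM fell from 6.15 ± 0.241 to 3.98 ± 0.598 FPKM, a log2 fold change of -0.53 (standard error 0.10, adjusted p = 0.214), without overlap. *Csf1r* fell from 20.4 ± 0.661 to 11.9 ± 5.29 FPKM in the cortex, a log2 fold change of -0.80 (adjusted p = 0.276), IR 2 standing at 18.0 FPKM and the other IR libraries at 8.84 and 8.89 FPKM. In the hippocampus *Csf1r* fell from 22.3 ± 1.83 to 12.0 ± 0.266 FPKM (SD, n = 3), a log2 fold change of -0.84 (adjusted p = 0.0126, and 0.144 with the library number as a block). *Nov* fell in the hippocampus from 41.6 ± 10.8 to 25.1 ± 3.72 FPKM, a log2 fold change of -0.69 (adjusted p = 0.255). In the cortex *Nov* was 44.6 ± 8.04 and 34.9 ± 5.88 FPKM with overlapping libraries, a ratio of 0.782 (adjusted p = 0.339). *Ptgds*, a prostaglandin D2 synthase gene also expressed in the meninges, was 899 ± 73.7 FPKM in Con and 755 ± 122 FPKM in IR in the cortex, a ratio of 0.839 with overlap (adjusted p = 0.346). Hippocampal *Ptgds* was at 197 ± 73.6 and 306 ± 111 FPKM, a ratio of 1.56 with overlap (adjusted p = 0.416), and the interaction had an adjusted p of 0.491. The 14 meningeal genes tested, *Ptgds* among them, were lower in IR in 14 of 14 in the cortex (median log2 fold change -0.25, adjusted p = 0.000179 from camera) and higher in 14 of 14 in the hippocampus (0.33, adjusted p = 0.000511). The adjusted p from fry was 0.328 in each tissue.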

Among them, the expression patterns of 6 genes, *Cdkn1a*, *Ciart*, *Fos*, *Hspa5*, *Hspb1* and *Klf10*, were identical in both the cortex and hippocampus, suggesting specific and chronic changes in the expression of these genes after radiation exposure. In contrast, other genes whose levels were identified as changed after cranial irradiation did not follow the same expression pattern.

**Table 2:** Genes selected for validation by qRT-PCR.

Gene symbol	Fold change (Cortex)	Fold change (Hippocampus)	NCBI sequence	Primer pair	Length (bp)
Bmp6	0.814	0.639**	NM_007556.3	F: CAGACTACAACGGCAGTGAG R: CCTTTGGGTGCAATGATCCA	103
Ccl5	3.974	0.035*	NM_013653.3	F: TGCCCACGTCAAGGAGTATT R: ACTTCTTCTCTGGGTTGGCA	107
Cdkn1a	2.460***	2.913***	NM_007669.5	F: AAGTGTGCCGTTGTCTCTTC R: CGAAGTCAAAGTTCCACCGT	114
Ciart	0.517***	0.647**	NM_001033302.2	F: GCCACAGTTTGCCAGTAACA R: GGCTCTGGGTGTCCTTTAGT	103
Crh	1.555**	1.037	NM_205769.3	F: CCGCAGCCCTTGAATTTCTT R: AGCGGGACTTCTGTTGAGAT	114
Csf1r	0.583***	0.537***	NM_001037859.2	F: CCTACCGTTGTACCGAGCTT R: CTCCTGTGCCAGCAAATTCC	101
Dnajb5	1.602***	1.117	NM_001355438.1	F: TGAGTGACCCTAAGAAGCGG R: AAGGAAGCAAAGGTGGCATG	139
Dusp1	1.529***	1.124	NM_013642.3	F: TCTCCCCGAACTTCAGCTTC R: CTGTGGTAGTAGAGGTGCCC	129
Dusp4	1.742***	0.991	NM_176933.4	F: GCTCTAAAACCAAGGCCCTG R: CGAGGTAGAGGAAAGGGAGG	144
Dusp6	1.777***	1.150	NM_026268.3	F: AACCTGTCCATGAACGATGC R: TCCTTTCGAAGTCAAGCAGC	100
Ecrg4	4.054***	1.351*	NM_024283.3	F: GCAGTTCCTCTACATGGGCT R: CCAATGGCCGCATCTTCATC	135
Egr1	2.106***	1.104	NM_007913.5	F: ATGAGAAGGCGATGGTGGAG R: CTCACGAGGCCACTGACTAG	154
Fos	2.348***	1.730***	NM_010234.2	F: GGGCTGCACTACTTACACGT R: TGCCTTGCCTTCTCTGACTG	169
Fosb	1.923***	0.990	NM_008036.2	F: AACCAGCTACTCAACCCCAG R: CTTCTCGGGGTCTTCTAGGC	140
Gadd45a	1.566**	1.078	NM_007836.1	F: CATTTCACCCTCATCCGTGC R: TCGTTCTCCAGTAGCAGCAG	101
Hspa1b	1.715***	1.324**	NM_010478.2	F: GGACATCAGCCAGAACAAGC R: TGTGTAGAAGTCGATGCCCT	133
Hspa5	1.582***	1.512***	NM_001163434.1	F: TCCTTGTGTTTGACCTGGGT R: TCAAAGTCTTCCCCACCCAG	118
Hspb1	1.472**	1.911***	NM_013560.2	F: ACTGGCAAGCACGAAGAAAG R: AGGGAAGAGGACACTAGGGT	110
Klf10	1.582***	1.252**	NM_001289471.1	F: GTCACATCTGTAGCCACCCA R: CCTTTCACAGCCTTTCCAGC	122
Klhl40	0.645***	0.771	NM_028202.3	F: CTACTGTGCATCCCTGTCCA R: GGTCCTCCTTGTTGTCCTCA	116
Nov	0.782**	0.602***	NM_010930.5	F: GAGATGAGACCCTGTGACCA R: TCAAACTTCTCTCCGTTGCG	143
Nr1d1	0.659***	0.875	NM_145434.4	F: TTTGCCAAACACATCCCAGG R: TGTCTGGTCCTTCACGTTGA	126
Nr4a1	2.108***	1.068	NM_010444.2	F: CTCTGGTTCCCTGGACGTTA R: CAGGAAGGCAGACTCTAGCA	103
Nr4a3	1.956***	1.087	NM_015743.3	F: CGTCTGCCTTCCAAACCAAA R: TCTCTGGGTGTTGCATCTGT	122
Nupr1	1.502**	1.454	NM_019738.1	F: CCCTTCCCAGCAACCTCTAA R: AGCTTCTCTCTTGGTCCGAC	124
Pdia4	1.591***	1.359***	NM_001368756.1	F: GTCTCTGGCTACCCGACTTT R: GCCCAGACTGCTCAATCATG	109
Per2	1.736***	1.116	NM_011066.3	F: CCGTGTCAGTGTTGGGAAAC R: CATAGCCCGAGTGTACCCTC	149
Ptgds	0.839*	1.559***	NM_008963.3	F: CCTTGCTTTGTCCACATTGC R: AATCCCAAGAGACCCAGGAG	113
Spry4	1.613***	1.196*	NM_011898.3	F: AGTAGCAGCACTTCCTCCGA R: CAGCGGCTTACAGTGAACCA	120
Sstr2	1.160	1.671***	NM_001042606.3	F: CCCATCCTGTACGCCTTCTT R: TCTCCGTGGTCTCATTCAGC	142

**Figure 4:**
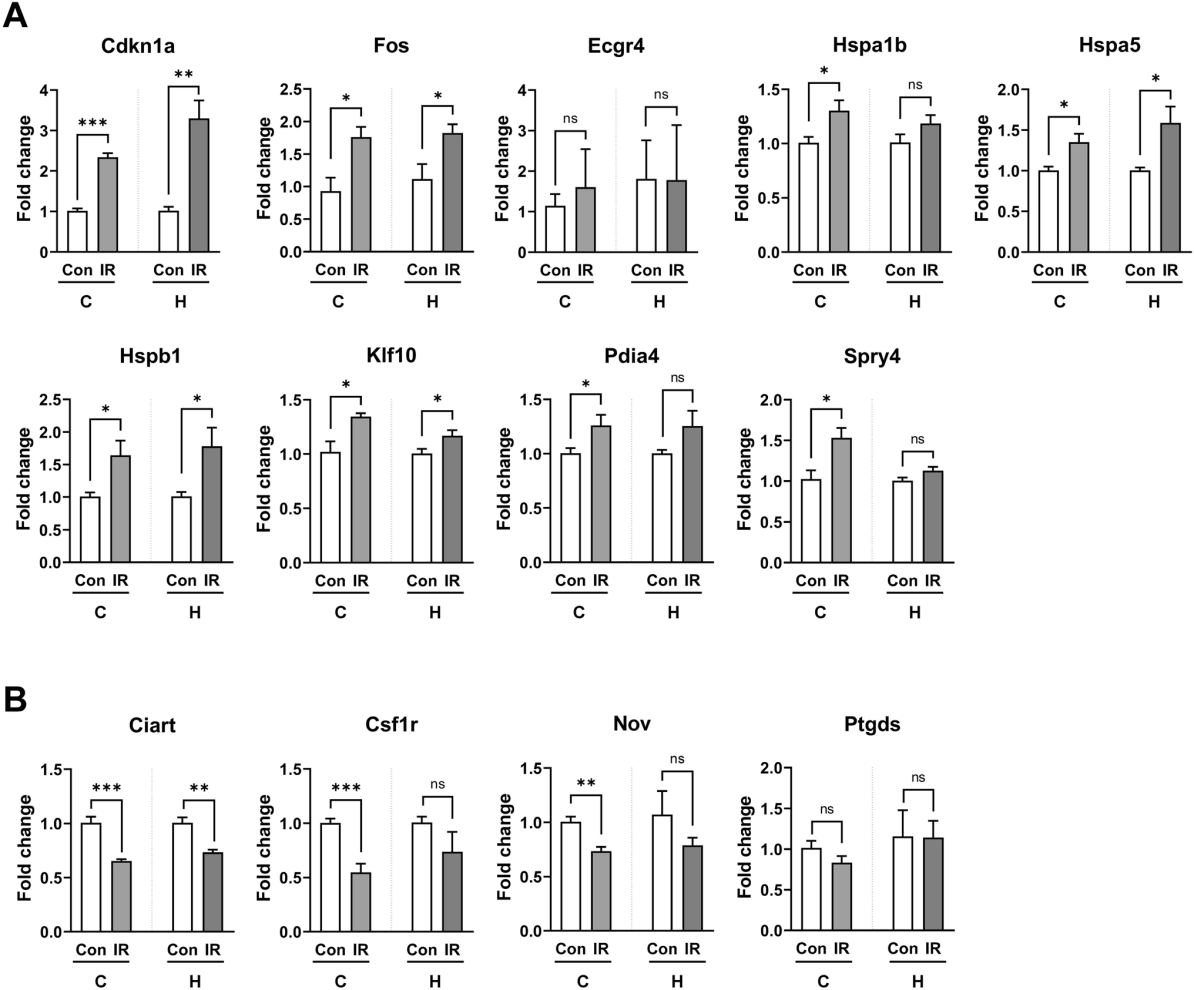
Changes in 13 selected differentially expressed genes (DEGs) in the cortex and hippocampus of mouse brains after cranial irradiation. The bar graphs show the relative expression levels of upregulated (**A**) and downregulated (**B**) genes from RNA-seq data collected from both the cortex and hippocampus. Data are expressed as the mean ± SE (*n* = 5 per group). *p < 0.05, **p < 0.01, and ***p < 0.001 *vs.* the Con group.

## Discussion

People are exposed to cranial irradiation for the treatment of many brain tumors, including primary and metastatic brain tumors and head and neck malignancies^15^. However, patients with radiotherapy are concerned about the impact of ionizing radiation because it can induce delayed cognitive and emotional dysfunction, impairing the quality of life of patients treated with radiotherapy^16^. Previous studies have provided scientific evidence of radiation-induced brain dysfunction. For example, a preclinical study demonstrated that a single dose of 10 Gy induced hippocampal-dependent behavioral dysfunctions by affecting hippocampal neurogenesis and neural plasticity-related signals^7,10^. In addition, mice showed impaired hippocampal-dependent cognitive functions at 1 month after cranial irradiation by the novel object recognition memory test; this impairment persisted up to 3 months following cranial irradiation with 10 Gy^8^. However, studies investigating the delayed effect of irradiation on anxiety-like behavior are still limited. To determine whether cranial irradiation impacts anxiety-like behavior, mice were subjected to sequential exploration tasks (the OF and EPM tests). Behavioral tests were conducted 3 months after irradiation, in accordance with previous studies in which irradiated mice showed delayed onset of neurocognitive abnormalities in the behavioral tasks. In the present study, cranial irradiation led to decreased exploration of the center of the OF apparatus or open arms of the EPM, indicative of increased anxiety-like behavior, by irradiated mice. These findings suggest that cranial irradiation modulates behavioral function in terms of anxiety in the chronic phase.

Previous studies have demonstrated that cranial irradiation induced the loss of neuronal stem cells (NSCs), which underwent long-lasting changes, including apoptosis, decreased proliferation, and altered differentiation^17,18^. Rodents showed deficits in hippocampal neurogenesis, and transplanted NSCs failed to differentiate into neurons in the irradiated brain^19^. Although numerous studies have reported the effects of cranial irradiation on a variety of cellular functions, only a few studies have focused on the delayed dysregulation of gene expression in the mouse brain. The genes *Csf1r*, *Egr1*, *Fos*, *Nr4a1*, *Nr4a3*, and *Klf10,* which were found in our study to be differentially expressed after cranial irradiation, are involved in cell differentiation. 

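The gene set test camera in limma was run on 18 microglial genes with *Csf1r* among them. In the cortex 16 of the 18 were lower in IR, with a median log2 fold change of -0.19 (adjusted p = 1.81e-06). In the hippocampus 16 were lower, with a median of -0.30 (adjusted p = 9.11e-07). The test fry, which allows for correlation between the genes, gave adjusted p values of 0.195 and 0.0607. Over all 40 pairs of set and tissue, camera gave 20 with an adjusted p under 0.05 and fry gave 3, of which 2 were among the 20. These 2 were the clock genes that peak with *Arntl* in the cortex and the interferon genes in the hippocampus, where 11 of 13 were higher in IR (median log2 fold change 0.27, adjusted p = 4.66e-06 from camera and 0.0270 from fry). Without *Csf1r*, 15 of 17 genes were lower in each tissue. *Trem2* fell in the cortex from 8.72 ± 0.470 to 6.45 ± 0.0361 FPKM (SD, n = 3), a log2 fold change of -0.38 (adjusted p = 0.0396). *Aif1*, the gene of Iba1, was 5.54 ± 0.514 and 4.73 ± 1.32 FPKM in the cortex and 4.34 ± 1.14 and 3.30 ± 0.986 FPKM in the hippocampus (SD, n = 3). Its libraries overlapped in both tissues (adjusted p = 0.549 and 0.482).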

*Csf1r*, which regulates the survival, proliferation, and differentiation of microglia^20^, was downregulated following cranial irradiation, in line with the findings that Iba1, a microglial marker, was decreased in the chronic phase^10^. Moreover, a previous study reported that *Klf10* plays an important role as a tumor suppressor, and overexpression of *Klf10* downregulates cell proliferation in many cancers^21^. This study showed that *Klf10* expression was increased in the cortex and hippocampus following cranial irradiation, which might be associated with dysregulated cell differentiation^19^. 

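*Klf10*, a zinc finger transcription factor gene, rose from 9.13 ± 1.98 to 14.4 ± 0.858 FPKM (SD, n = 3) in the cortex, a ratio of group means of 1.58 that stayed between 1.45 and 1.80 with each library left out. The log2 fold change was 0.62 (standard error 0.12, adjusted p = 0.0579 from limma) and the libraries did not overlap. In the hippocampus *Klf10* was 8.05 ± 1.89 FPKM in Con and 10.1 ± 1.77 FPKM in IR (SD, n = 3), a ratio of 1.25. There the libraries overlapped and the log2 fold change was 0.30 (standard error 0.16, adjusted p = 0.428, with an unadjusted p of 0.103 from limma, which was 0.0146 with the library number as a block). The number is not known to link a Con with an IR library. Across genes, same-numbered Con and IR libraries of the hippocampus were negatively correlated on average (r = -0.21), so the p with the block carries no added weight. The difference between the tissues was -0.32 on the log2 scale (interaction adjusted p = 0.633).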

Additionally, the radiation-induced disturbance of immediate-early genes (IEGs) in the hippocampus by contextual fear conditioning has been reported^6^. Our results showed that cranial irradiation induced disturbance in the expression of IEGs, including *Egr1* and *Fos*, which have been implicated in neuronal plasticity and memory formation in the brain^22^. 

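*Egr1* rose in the cortex from 80.0 ± 26.1 to 168 ± 21.3 FPKM (SD, n = 3), a log2 fold change of 1.12 (standard error 0.28, adjusted p = 0.210 from limma), and all 3 IR libraries lay above the 3 Con libraries. Hippocampal *Egr1* was at 32.6 ± 6.40 and 36.0 ± 10.7 FPKM with overlap, a log2 fold change of 0.12 (adjusted p = 0.819) that was -0.10 without IR 3. The interaction for *Egr1* was -0.998 on the log2 scale (adjusted p = 0.435). *Fos* rose in the cortex from 11.2 ± 5.77 to 26.4 ± 6.66 FPKM (SD, n = 3), a log2 fold change of 1.28 (standard error 0.50, adjusted p = 0.367) without overlap. In the hippocampus *Fos* rose from 2.47 ± 0.988 to 4.27 ± 0.946 FPKM, a log2 fold change of 0.63 (standard error 0.22, adjusted p = 0.313), also without overlap. Both genes had their lowest value of each tissue in Con 1. *Arc* was 62.1 ± 31.6 and 178 ± 15.2 FPKM in the cortex, a log2 fold change of 1.66 (adjusted p = 0.286). Of 18 immediate-early genes, 17 were higher in IR in the cortex (median log2 fold change 0.81, adjusted p = 9.05e-13 from camera, 0.139 from fry) and 16 in the hippocampus (0.12, adjusted p = 0.0371 from camera, 0.559 from fry). The median difference between the tissues for this set was -0.74.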

*Nr4a1* and *Nr4a3*, nuclear receptors that function as transcription factors, have been implicated in the regulation of IEGs^23^. This is consistent with our results showing that the expression of *Nr4a1* as well as *Egr1* and *Fos* was induced following cranial irradiation.

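*Nr4a1* rose in the cortex from 38.0 ± 16.5 to 80.1 ± 9.15 FPKM (SD, n = 3), a log2 fold change of 1.16 (standard error 0.41, adjusted p = 0.326 from limma) without overlap. Hippocampal *Nr4a1* was at 18.7 ± 5.96 FPKM in Con and 20.0 ± 6.75 FPKM in IR, a ratio of 1.07 with overlap (adjusted p = 0.904) that ranged from 0.863 to 1.24 with a library left out. The interaction was -1.07 on the log2 scale (adjusted p = 0.528). *Nr4a3* rose in the cortex from 4.67 ± 1.49 to 9.12 ± 1.60 FPKM (SD, n = 3), a log2 fold change of 0.86 (standard error 0.19, adjusted p = 0.113). In the hippocampus *Nr4a3* was 24.7 ± 1.60 and 26.9 ± 1.71 FPKM with overlap, a ratio of 1.09 (adjusted p = 0.491), and the interaction had an adjusted p of 0.333.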

The cellular response to radiation is complicated and involves DNA damage and the apoptosis of neuronal progenitor cells, which is partially p53-mediated^24^. *Cdkn1a*, an important effector of p53-mediated G1 arrest in response to many stresses, was found to be upregulated in the irradiated brain and regulated an increase in glioblastoma recurrence^25^. In addition, previous results have shown the upregulation of *Gadd45a* and demonstrated its potential as a biomarker for biological dosimetry in radiation therapy and early-response accidents^26^. The overexpression of *Hspb1*, which is involved in the metastasis and susceptibility of tumor cells, has been detected in patients with tumors^27^. A previous in vivo study demonstrated that knockdown of *Hspb1* enhanced the cytotoxic effects of radiotherapy^28^, indicating the involvement of *Hspb1* in the resistance of tumor cells to radiotherapy. In the present study, we found that while the mRNA expression levels of *Gadd45a* were significantly increased in the cortex, the *Cdkn1a* and *Hspb1* genes were upregulated in both the cortex and hippocampus in the chronic phase following cranial irradiation. These data demonstrated that *Cdkn1a* and *Hspb1* can be used as potential biomarkers for radiation-induced behavioral dysfunction, especially anxiety-like behavior, in the chronic phase.

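*Gadd45a* rose in the cortex from 3.90 ± 0.816 to 6.11 ± 0.340 FPKM (SD, n = 3), a log2 fold change of 0.55 (standard error 0.12, adjusted p = 0.0810 from limma) without overlap. Hippocampal *Gadd45a* was at 2.39 ± 0.813 and 2.57 ± 0.605 FPKM with overlap, a log2 fold change of 0.09 (adjusted p = 0.850) whose sign changed with the library left out. The interaction for *Gadd45a* was -0.46 on the log2 scale, with an adjusted p of 0.545. *Cdkn1a* did not overlap in either tissue, and its ratio of group means was 2.46 in the cortex and 2.91 in the hippocampus. *Hspb1* rose from 7.26 ± 0.647 to 10.7 ± 3.39 FPKM in the cortex, a ratio of 1.47 that ranged from 1.20 to 1.62 with a library left out (adjusted p = 0.290). In the hippocampus *Hspb1* rose from 5.601 ± 1.98 to 10.7 ± 3.48 FPKM, a ratio of 1.91 with a range of 1.55 to 2.17 (adjusted p = 0.295). Its highest value was in IR 1 in both tissues, at 14.6 and 14.7 FPKM. Of 18 p53 target genes tested in the cortex, 15 were higher in IR (median log2 fold change 0.09, adjusted p = 0.00365 from camera), and without *Cdkn1a* 14 of 17 were. In the hippocampus 9 of 17 were higher (0.02, adjusted p = 0.118). By fry, with *Cdkn1a* in the set, the adjusted p was 0.139 in the cortex and 0.0270 in the hippocampus. Without it, fry gave 0.242 and 0.328.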

Previous studies have suggested that irradiated mice display depression-like behavior^10,29^. In addition, the disturbance of circadian rhythms was reported in patients with mood disorders^30^ and anxiety disorders^31^, indicating the involvement of circadian rhythm in the pathogenesis of anxiety and mood disorders. Disruption of circadian rhythms by the injection of viral vectors induced helplessness and anxiety-like behavior in mice^32^. A previous study reported decreased levels of clock genes, including *Ciart* and *Per2*, in the brains of ketamine-treated mice^33^. In addition, the patterned expression of circadian genes, including *Per2* and *Nr1d1*, was dysregulated in the brains of patients with major depressive disorder^34^. 

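*Nr1d1*, which encodes the clock repressor REV-ERB alpha, fell in the cortex from 70.9 ± 5.11 to 46.8 ± 4.22 FPKM (SD, n = 3), a log2 fold change of -0.59 (standard error 0.08, adjusted p = 0.0124 from limma) without overlap. Hippocampal *Nr1d1* was at 41.7 ± 6.56 and 36.5 ± 1.05 FPKM with overlap, a log2 fold change of -0.18 (adjusted p = 0.458), and the interaction had an adjusted p of 0.357. *Ciart* was lower in IR without overlap in both tissues, with ratios of group means of 0.517 and 0.647. *Per2* rose in the cortex from 6.21 ± 0.405 to 10.8 ± 0.464 FPKM (SD, n = 3), a log2 fold change of 0.71 (adjusted p = 0.00400). In the hippocampus *Per2* was 7.13 ± 0.428 and 7.96 ± 1.32 FPKM with overlap (adjusted p = 0.607, interaction adjusted p = 0.200). *Arntl*, whose product activates *Nr1d1* and *Ciart*, rose in the cortex from 12.7 ± 0.403 to 16.6 ± 0.583 FPKM (SD, n = 3), a log2 fold change of 0.37 (adjusted p = 0.0286), and its hippocampus log2 fold change was 0.13 (adjusted p = 0.471, interaction adjusted p = 0.436). *Per1* rose in the cortex by a log2 fold change of 0.47 (adjusted p = 0.216) and *Per3* fell by 0.24 (adjusted p = 0.168), against 0.04 and 0.06 in the hippocampus. Of 6 genes that peak with *Arntl*, 6 were higher in IR in the cortex and 5 in the hippocampus. Of 10 genes that peak on the side of *Per*, 7 and 5 were lower, the hippocampal median turning positive without Con 3. The clock time at which the tissues were taken is not stated in the paper's text.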

In the present study, downregulation of clock genes, including *Ciart* and *Nr1d1,* was observed in the brains of irradiated mice, which suggested that the disruption of genes related to circadian rhythm might be related to radiation-induced behavioral dysfunction. The physiological and behavioral significance of circadian timing is complex, and further studies are required to demonstrate time- and dose-dependent changes in genes that regulate circadian rhythms by radiation exposure.

In conclusion, we provide the first evidence that cranial irradiation induces anxiety-like behavior in mice during the chronic phase, possibly via alterations in the expression of genes in the mouse cortex and hippocampus. These molecular targets, revealed by RNA-seq, might serve as biomarkers for radiation-induced behavioral dysfunctions, especially anxiety-like disorders. Cranial irradiation affects a wide range of biological processes linked to cell differentiation, circadian behavior, and kinase activity. Consequently, we suggest that anxiety-like behavior in the chronic phase may be related to alterations in the *Cdkn1a*, *Ciart*, *Fos*, *Hspa5*, *Hapb1* and *Klf10* genes, and additional analysis, including WGCNA, are required to compare RNA-seq data with behavioral dysfunctions (e.g. memory impairment, depression, and anxiety) in a variety of brain regions in irradiated mice.

## Materials and methods

### Animals

Male, 7-week-old C57BL/6 mice purchased from Orientbio, Inc. (Seongnam, Republic of Korea) were acclimatized for 1 week before the experiments were performed. All mice were housed in an SPF animal facility and had ad libitum access to tap water and commercial rodent chow. After acclimatization, the mice were randomly divided into the sham irradiation (0 Gy, *n* = 10) and irradiation (10 Gy, *n* = 10) groups. The Institutional Animal Care and Use Committee of KIRAMS approved the study protocol (KIRAMS-2021–0064), and experiments were conducted in accordance with the inter-nationally accepted principles for laboratory animal use and care dictated by the ARRIVE guidelines^35^. Every effort was made to minimize the number of animals used and their suffering.

### Irradiation

Animals received a single dose of 10 Gy irradiation using the X-RAD 320 platform (Precision X-ray, North Branford, CT) with a dose rate of 2.0 Gy/min. Mice were irradiated to the whole brain with a 20 mm × 100 mm field size. Sham-irradiated mice were placed on an identical platform for the same duration as the irradiation group but were not irradiated.

### Behavioral testing

#### Open-field (OF) test

Locomotor activity was tested by the OF test in a novel environment 90 days after cranial irradiation. Mice were individually placed into an open acrylic chamber (30 × 30 × 30 cm) for exploration. A camera was placed above the arena, and the movements of the mice were recorded for video tracking. Various parameters, including time spent in the center (central 25% of the chamber), % distance from the center, total distance, and number of entries, were analyzed with the aid of the SMART 3.0 program (Panlab, Barcelona, Spain).

#### Elevated plus maze (EPM) test

The EPM apparatus contained two open arms (25 × 5 cm) and two closed arms (25 × 5 cm), which were connected to a central platform (5 × 5 cm). The apparatus was set 50 cm above the floor. Mice were placed individually on the central platform, and they could freely explore the apparatus for 8 min. The time spent in each arm and distances traveled along each arm were analyzed by using tracking software (SMART 3.0).

### RNA extraction

Total RNA was isolated from the cortex and hippocampus using an RNeasy Lipid Tissue Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. The concentration of RNA in the samples was quantified by optical densitometry using a NanoDrop ND One spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### RNA sequencing (RNA-seq)

#### Library preparation and sequencing

Libraries were prepared from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (New England Biolabs, Inc., UK). mRNA was isolated using the Poly(A) RNA Selection Kit (Lexogen, Inc., Austria). The isolated mRNA was used for cDNA synthesis and shearing following the manufacturer’s instructions. Indexing was performed using Illumina indexes 1–12. The enrichment step was carried out using PCR. Subsequently, the libraries were checked using TapeStation HS D1000 screen tape (Agilent Technologies, Amstelveen, The Netherlands) to evaluate the mean fragment size. Quantification was performed using a library quantification kit and the StepOne Real-Time PCR System (Life Technologies, Inc., USA). High-throughput sequencing was performed as paired-end 100 sequencing using NovaSeq 6000 (Illumina, Inc., USA).

#### Analysis of RNA-seq data

Quality control of raw sequencing data was performed using FastQC (Simon, 2010). Reads containing adapter and low-quality reads (< Q20) were removed using FASTX_Trimmer^36^ and BBMap^37^. Then, the trimmed reads were mapped to the reference genome using TopHat^38^. The Read Count (RC) data were processed based on the FPKM + geometric normalization method using EdgeR within R^39^. Fragments per kb per million reads (FPKM) values were estimated using Cufflinks^40^. Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc., Korea).

### Quantitative real-time RT–PCR (qRT–PCR)

cDNA was prepared using random primers (Toyobo Inc., Tokyo, Japan) according to the manufacturer’s instructions and stored at -20 °C. qRT–PCR amplification was performed using PowerUP 2X SYBR Green Master Mix (Thermo Fisher Scientific) on a StepOne Real-Time PCR System (Applied Biosystems, CA, USA) according to the manufacturer’s instructions. The primer sequences are shown in Table 2. 

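The sequences of all 30 primer pairs were searched in the transcripts of GENCODE M21 on the mouse genome GRCm38, and each pair matched with the product length that Table 2 gives. The *Cdkn1a* pair spans chromosome 17 from 29098451 to 29098564 within exon 2, a product of 114 bp. The *Ciart* pair lies on chromosome 3 from 95878680 to 95878782 within exon 6, a product of 103 bp. The *Csf1r* pair spans chromosome 18 from 61109808 to 61110255 across exons 3 and 4, and the *Klf10* pair spans chromosome 15 from 38296124 to 38296695 across exons 3 and 4. The *Hspb1* pair spans chromosome 5 from 135888431 to 135889282 across exons 1 and 3. The *Hspa1b* pair also matches a transcript of *Hspa1a*, the *Ciart* pair one of *Gm9176* and the *Hspb1* pair one of *Hsp25-ps1*, so their products can come from either gene. *Hspa1a* was 2.74 ± 0.245 and 3.53 ± 1.18 FPKM in Con and IR of the cortex (SD, n = 3), with overlap and an adjusted p of 0.520 from limma. In the hippocampus *Hspa1a* rose from 3.03 ± 0.401 to 4.25 ± 0.475 FPKM without overlap, with an adjusted p of 0.259. The values of the qRT-PCR itself are not analysed here.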

All data were normalized by reference to the amplification levels of the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene; a reference dye was included in the SYBR Master Mix. Thresholds calculated by the software were used to calculate specific mRNA expression levels using the cycle-at-threshold (Ct) method, and all results are expressed as the fold change (compared to control) in each transcript determined employing the 2^−ΔΔ CT^ approach.

### Statistical analysis

Data are expressed as the mean ± SE. Differences between the results from the sham-irradiated and 10 Gy-irradiated groups were evaluated by two-tailed Student’s t tests using GraphPad Prism 9 software (GraphPad Software; San Diego, CA, USA). A p value less than 0.05 was considered to indicate statistical significance.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

RNA-seq data used in this study are deposited in the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession number of GSE204993.

# Supplementary material for: Profiling of gene expression in the brain associated with anxiety-related behaviors in the chronic phase following cranial irradiation
**Source:** Sci Rep. 2022 Aug 1;12:13162. doi: 10.1038/s41598-022-17310-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary Figure legend

**Figure S1.** The clustering heatmap of 181 DEGs between sham-irradiated (Con) and irradiated (IR) mice. Each column represents the fold change in the sample (n=3/group), and each row represents the expression level of a single gene.

How the deposited data were processed for this re-analysis (not part of the article)

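RNA sequencing of the cortex and the hippocampus of male C57BL/6 mice, 3 months after sham irradiation or a single cranial dose of 10 Gy, was re-analysed from 3 Con and 3 IR libraries per tissue. The values are FPKM that the authors made before the files were deposited, per the paper's methods from reads trimmed with FASTX_Trimmer and BBMap, aligned with TopHat and quantified with Cufflinks, with a geometric normalization that the authors ran in edgeR. The genome build and the annotation behind them are not stated in the paper's text. Each library lists 1 value for each of 23183 gene symbols, and the genes have the same order in the 12 libraries. No pair of libraries holds identical values. Reads, alignments and counts were not used here, so the depth of each library in reads is unknown, and no interval for counting error is given.

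Each library was assigned to its tissue, group and number from its label alone. Transcript length and GC content came from GENCODE M21 on GRCm38, to which 22797 of the 23183 symbols (98.3%) could be matched. Primer pairs were searched for in the transcripts of the same annotation.

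Genes with at least 0.5 FPKM in at least 3 of the 6 libraries of a tissue were tested. The values were transformed to log2(FPKM + 1) and a linear model with a group effect was fitted in each tissue with limma 3.58.1 in R 4.3.3, with an intensity trend and a robust prior in the moderation of the variances. This gave the log2 fold changes, standard errors, p values and Benjamini-Hochberg adjusted p values. Tests made for read counts had been chosen at first and were replaced by limma because the values are FPKM. A gene counted as differentially expressed at a fold change of at least 1.5 in either direction with an unadjusted p under 0.05. An adjusted p under 0.05 was counted on its own. The interaction of irradiation and tissue was fitted over all 12 libraries. The steps of the fit were tested on simulated data with known changed genes. The simulated genes were drawn independently of each other from normal distributions. The simulation therefore does not test the p values where libraries share variation across genes.

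Sets of marker genes were written down before their values were seen, and 20 sets with at least 3 tested genes were tested with camera in limma with an inter-gene correlation of 0.01. The adjustment covered the 40 pairs of set and tissue. The test fry in limma was run beside it. A list of 6 T cell genes was added after the values of *Ccl5* were seen. Exact permutation tests were used for correlations over 6 libraries and 1e+05 permutations for those over 12. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

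Genes named in the text are those that the paper names in its results, discussion, Table 1 or Table 2, those of the marker sets, and per tissue the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between Con and IR. Other genes are said to have been chosen after their values were seen. *Ecrg4* is listed as *1500015O10Rik* and *Ccn3* as *Nov*. *Ccl5* and *Gh* did not pass the filter in either tissue. Values of some single marker genes are not reported here.

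The alternatives were no filter on low values, a filter of at least 1 FPKM in every library, a pseudocount of 0.1, the ratio of group means as the fold, an adjusted p with the fold, quantile normalization within a tissue, limma without trend or robust prior, a correction for transcript length and GC content by loess with a span of 0.3, the library number as a block, the block with that correction, all 12 libraries in a single fit, fry in place of camera, and leaving out each library in turn. Enrichment of Gene Ontology terms and the STRING network were not computed again. The behavioral tests and the qRT-PCR were not analysed here.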

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

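The tests of the immediate-early genes across tissues and of small RNA genes were chosen only after the result was seen.

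A difference between groups was found for 12 genes, for which the effect of irradiation differed between the cortex and the hippocampus at an adjusted p under 0.05 from limma. The log2 fold change was lower in the hippocampus for 10 of them, down to a difference of -0.93 for *Egr3*, and higher for *Mycl* (0.73) and *Il34* (0.50), both named after their values were seen. By the same test 1500 genes had an unadjusted p under 0.05. The paper's Table 2 names none of the 12, and its Fig. 3A draws 7 of them. Of 32 pairs of splits of the libraries that part every same-numbered Con and IR pair, 2 gave as many genes, the real pair included, and the median was 1. The other pair of splits, with 282 genes, is the real one with the labels of 1 tissue exchanged, so that it measures what the tissues share. With that pair counted, the share of 2 in 32 is not under 0.05. Without it, the real pair was 1 of 31, so whether other splits give as many genes depends on counting it. The count was 0 with same-numbered libraries treated as a block (1497 genes at an unadjusted p under 0.05). The endings of the column names also separate the tissues. A shift of the log2 values shared by Con and IR of a tissue would cancel in this interaction. A processing run that changed the size of the difference between Con and IR was not tested apart from tissue. The difference is not called biological here.

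The immediate-early genes as a set differed between the tissues, with a median log2 difference of -0.7401 (adjusted p = 3.09e-08 from camera, over 18 genes). Of the 18, 17 were higher in IR in the cortex and 16 in the hippocampus, at medians of 0.81 and 0.12. The test restates the difference that prompted it, so it says nothing more about a difference between tissues in the irradiation effect. Within each tissue, fry gave the set adjusted p values of 0.139 in the cortex and 0.559 in the hippocampus. These genes also respond to handling before death, which the design cannot separate from irradiation and which was not tested, so the pattern remains a hypothesis.

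The meningeal set also differed between the tissues, with a median log2 difference of 0.5673 (adjusted p = 8.31e-07 from camera). It was lower in IR in 14 of 14 genes in the cortex and higher in 14 of 14 in the hippocampus. The oligodendrocyte set differed by -0.3849 (adjusted p = 0.000147), being higher in IR in 11 of 12 genes in the cortex and lower in 9 of 12 in the hippocampus. By fry, the adjusted p of the meningeal set was 0.328 in each tissue, and that of the oligodendrocyte set was 0.328 and 0.444. How much of the meninges or of white matter was taken with each tissue was not tested, and neither pattern can be told apart from a difference in dissection.

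Signals outside the genes that the paper's tables and Fig. 3A name were found in 63 of the 102 cortex genes with an adjusted p under 0.05 and in 2 of the 4 in the hippocampus. The 2 are *Snord15b* and *Gm2694*. *Snord15b* is a small nucleolar RNA, listed at 0 in the 3 Con libraries of the hippocampus and at 14.6 to 23.0 FPKM in IR, and at 6.81 to 49.2 FPKM in the cortex with overlapping groups. The share of small RNA genes above 1 FPKM in a hippocampus library and at 0 in another was 89.5%, which is 236 times the share among other genes (0.379%). Unstable estimates for features shorter than the sequenced fragments are therefore a candidate explanation for *Snord15b*, and its change cannot be told apart from them. With the library number as a block, 71 cortex genes had an adjusted p under 0.05, of which 50 were among the 102. With the block and a correction for transcript length and GC content there were 51, of which 38 were among the 102. These counts cover all genes and are not given for the 63 alone. Only 1 of the 4 splits of the cortex libraries that part every same-numbered pair gave as many as 102, the real one, and 4 splits cannot give a share under 0.05.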

How the results depend on the processing

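The settings of pseudocount 0.1, quantile normalization, at least 1 FPKM in every library, limma without trend or robust prior, and the length and GC correction with or without the block were chosen after seeing the data. The other settings and the tests on them were set before the data were examined. Alternatives written for read counts, namely other count normalizations, count tests and a minimum of counts, were not run because the values are FPKM. The cause of a change named here was not tested unless a cause is given.

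The number of differentially expressed genes depended on how the fold was computed and on whether p was adjusted. In the cortex it was 68, and 234 with pseudocount 0.1, 263 with the ratio of group means, and 33 with an adjusted p in place of the unadjusted p. In the hippocampus it was 74, and 223, 243 and 4 under the same settings. The shared genes numbered 7, and 29, 30 and 1. A pseudocount of 1 shrinks the folds of genes at low FPKM, which a pseudocount of 0.1 or the ratio of group means does less. In the hippocampus 40 of the 74 genes were downregulated. With pseudocount 0.1 this was 93 of 223, and with the ratio of group means 106 of 243. The excess of downregulated genes there was thus not kept under these settings. With each library left out in turn, the hippocampus count ran from 52 to 217 and the shared count from 4 to 10, while the cortex count, from 66 to 87, stayed within 1.5 times of 68. The largest hippocampus count came without Con 3.

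Adjusted p under 0.05 was reached by 102 genes in the cortex. This count was 24 without a filter, 22 without trend or robust prior, 71 with the library number as a block and 51 with the block and the length and GC correction. It ran from 16 to 78 with each library left out. In the hippocampus it was 4, and 2 with at least 1 FPKM in every library, 1 with the block, 1 with the block and the length and GC correction, and 73 with all 12 libraries in 1 fit. It ran from 0 to 880 with each library left out, 880 without Con 3 and 0 without any of the IR libraries, for which 1161 to 1362 genes had an unadjusted p under 0.05.

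The effect differed between tissues for 12 genes, and for 19 with at least 1 FPKM in every library. The count was 0 with the replicate block (1497 at an unadjusted p under 0.05), 0 without trend or robust prior (1477) and 0 with the block and the length and GC correction (1584). With each library left out it ran from 0 to 480, where 1074 to 2882 genes had an unadjusted p under 0.05.

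Of the tested pairs of gene and tissue from Table 2, 32 had an unadjusted p under 0.05, and 30 to 36 under the other settings or 26 to 35 with each library left out. Of the 40 pairs of marker set and tissue, 20 had an adjusted p under 0.05 with camera, 3 with fry (2 of them among the 20), 19 with the replicate block, 19 with pseudocount 0.1, and 16 to 22 with each library left out.

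Single genes and sets kept their direction in most comparisons, but some settings could not change it. For a single gene, the filters, the block alone and 1 fit of all 12 libraries leave the log2 fold change unchanged. So does limma without trend or robust prior. Hippocampal *Egr1* stayed at 0.1192 under each of them. For a set, fry and the block leave the median unchanged. Direction was thus fixed in advance in a part of the comparisons, and the count that stayed does not by itself show stability. Of 1274 comparisons over 90 results, 1124 stayed on their side of the threshold, 97 became weaker, 25 became stronger and 28 reversed, in 10 results. Those 10 results were close to 0 or rested on single libraries. With each library left out, the hippocampal log2 fold changes ran from -0.0849 to 0.2056 for *Crh*, -0.0982 to 0.1011 for *Dusp4*, -0.8023 to 1.1737 for *Ecrg4*, -0.1035 to 0.2866 for *Egr1*, -0.1118 to 0.2346 for *Fosb*, -0.1178 to 0.2335 for *Gadd45a* and -0.173 to 0.2849 for *Nr4a1*. Quantile normalization gave 0.0033 for *Dusp4* and -0.0036 for *Fosb*. *Fosb* was at -0.0147 with the length and GC correction, at -0.0147 with the block added, and at -0.0139 as the ratio of group means. The median of the neurogenesis set ran from -0.0862 to 0.012 in the cortex and from -0.1443 to 0.1123 in the hippocampus, and that of the clock genes on the side of *Per* from -0.1394 to 0.0012 in the hippocampus.

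The depth in reads is unknown, so the smallest change that each gene could show cannot be given. Genes such as *Ccl12*, at 0.172 FPKM in Con of the cortex, rest on few fragments.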

Differences from the paper's values

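No test here was chosen after the result was seen. The settings called later additions below were chosen after seeing the values.

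The paper reports 70 genes downregulated in 1 tissue only, and 45 were found here. With the library number as a block the count was 51, and with all 12 libraries in 1 fit it was 49, neither of which differs from the paper's by more than 1.5 times. Among the other alternatives set before the data were examined, the count was 46 without a filter, 198 with the ratio of group means and 9 with an adjusted p, which all differ. No later addition closed the gap.

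The paper reports 14 genes shared by the tissues, and 7 were found here. None of the alternatives set before the data were examined closed the gap, with 8 genes without a filter, 9 with the block, 7 with all 12 libraries in 1 fit, 30 with the ratio of group means and 1 with an adjusted p. The later additions gave 5 to 29 genes and did not close it either.

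Of the shared genes, the paper reports 9 as upregulated, against 3 here. None of the alternatives set before the data were examined closed the gap, with 4 without a filter, 5 with the block, 3 with all 12 libraries, 19 with the ratio of group means and 1 with an adjusted p. The later additions gave 2 to 18.

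Fig. 2A shows about 15 genes downregulated in the cortex only, read by eye, against 9 here. The block gave 11 and all 12 libraries in 1 fit gave 10, which come within 1.5 times. The block with the length and GC correction, chosen after seeing the values, gave 10. No filter gave 9, the ratio of group means 102 and an adjusted p 7, which differ.

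Fig. 2A shows about 55 genes downregulated in the hippocampus only, read by eye, against 36 here. The count came within 1.5 times without a filter (37), with the block (40) and with all 12 libraries in 1 fit (39). Limma without trend or robust prior, chosen after seeing the values, gave 37. The ratio of group means gave 96 and an adjusted p gave 2, which differ.

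The paper states that 4 genes were downregulated in the cortex and hippocampal tissue and shows 4 in Fig. 4B, *Ptgds* among them, without naming it in that statement. Here, its ratio of IR to Con was 0.839 in the cortex and 1.56 in the hippocampus, with overlapping libraries in each. Its Table 2 fold for the hippocampus is likewise above 1.

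The paper states that 9 genes were significantly upregulated in both tissues and shows 9 in Fig. 4A, *Ecrg4*, *Fos*, *Hspa1b*, *Klf10*, *Pdia4* and *Spry4* among them. The unadjusted p from limma was 0.368 for *Ecrg4* and 0.0554 for *Fos* in the cortex, and in the hippocampus 0.860 for *Ecrg4*, 0.0648 for *Hspa1b*, 0.103 for *Klf10*, 0.0546 for *Pdia4* and 0.0589 for *Spry4*. The block pairs Con and IR libraries by a number that is not known to link them. Some settings gave an unadjusted p under 0.05 for these pairs of gene and tissue. For *Fos* in the cortex these were no filter (0.0309), the block (0.0193) and all 12 libraries in 1 fit (0.0103), all set before the data were examined. For *Klf10* in the hippocampus it was the block (0.0146), at a ratio of 1.25. Chosen after seeing the values, limma without trend or robust prior gave 0.0102 for *Fos* in the cortex and 0.0499 for *Spry4* in the hippocampus, and the block with the length and GC correction gave 0.0167 for *Fos* in the cortex and 0.0161 for *Klf10* in the hippocampus. No setting did so for *Ecrg4* in either tissue, or for *Hspa1b* and *Pdia4* in the hippocampus.

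Fits without single libraries are not counted among these settings. For the genes of Fig. 4 the paper states significance in both tissues and does not state a fold of 1.5 in each. Its own hippocampus folds include 1.196 for *Spry4*, 1.252 for *Klf10*, 1.324 for *Hspa1b* and 1.359 for *Pdia4*. Missing that fold is therefore no difference from the paper for them. The paper also reports qRT-PCR for these genes, which is not analysed here. Of the genes in Fig. 4, *Cdkn1a* and *Csf1r* met the fold and p thresholds in both tissues here. With the ratio of group means as the fold, *Ciart* and *Hspa5* did so as well. *Fos* did so without a filter and with the block, and, among settings chosen after seeing the values, without trend or robust prior and with the block and the length and GC correction. Pseudocount 0.1, chosen after seeing the values, added *Ciart*, and quantile normalization and the length and GC correction, with or without the block, likewise chosen, added *Hspa5*.

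Table 2 carries asterisks for *Dusp1* and *Nupr1* in the cortex and for *Bmp6* and *Ptgds* in the hippocampus, where the unadjusted p from limma was 0.0873, 0.0790, 0.0638 and 0.0914. It was under 0.05 without a filter for *Dusp1* (0.0451) and *Nupr1* (0.0452), with the block for *Dusp1* (0.0180) and *Nupr1* (0.01997), and with all 12 libraries in 1 fit for *Dusp1* (0.0249) and *Bmp6* (0.0421). Among settings chosen after seeing the values, it was under 0.05 without trend or robust prior and with the block and the length and GC correction for *Dusp1* and *Nupr1*, and with quantile normalization for *Bmp6* (0.0499). *Ccl5*, with an asterisk in the hippocampus, was not tested under the filter, and without a filter its p was not under 0.05.

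The paper states that *Nr1d1* was downregulated in the irradiated brain, and that *Nr4a1* and *Egr1* were induced. In the hippocampus, the libraries of all 3 genes overlapped, at ratios of 0.875, 1.07 and 1.10.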

Other observations

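Apart from the counts of other splits and the tests of GC content, p53 targets and neurogenesis genes, the tests given here were chosen only after the result was seen. The test of *Ecrg4* was first run over all 12 libraries together and was replaced by tests within each tissue after its value was seen, and the smallest gap asked of the test of asterisks was also set after the values were seen. That the tests of library depth and of temperature leave their question open was likewise decided after their values were seen.

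For each tissue there are 4 ways to split the 6 libraries into equal groups that part every same-numbered pair. Of these, 1 gave as many differentially expressed genes as the real split in the cortex, and 1 in the hippocampus, the real one in each case. In the hippocampus, however, the other 3 gave 70, 72 and 32 genes against 74, whereas in the cortex they gave 12 to 14 against 68. The same held for genes with an adjusted p under 0.05, with 1 of 4 in each tissue. With 4 splits the share cannot fall under 0.05. Over all 10 splits, which part fewer pairs, 2 gave at least 74 genes in the hippocampus, the other being the split that sets Con 1, Con 2 and IR 2 apart, with 77. Over pairs of splits from both tissues, 1 of 16 gave as many shared genes, 1 of 16 as many Table 2 genes and 1 of 16 as many marker sets as the real pair. A share of 1 in 16 cannot fall under 0.05 either. Over all splits, of which most part fewer same-numbered pairs, the real one was 1 of 10 for both counts in the cortex and for the adjusted p in the hippocampus, and the real pair was 1 of 100 for the shared genes, the Table 2 genes and the marker sets.

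The hippocampus libraries were spread on the first principal component, which holds 40.8% of the variance, at 22.1, 9.86 and -4.83 for Con 1 to Con 3 and at -17.0, -5.73 and -4.47 for IR 1 to IR 3. Across genes, Con 3 had a mean correlation of 0.9892 with the other Con libraries and 0.9927 with the IR libraries. An exchanged label is a candidate explanation that *Cdkn1a* speaks against, at 2.00 FPKM in Con 3, 2.27 and 2.09 in the other Con libraries and at least 6.06 in IR. Across genes, the largest correlation of a hippocampus library with transcript length was a rho of 0.119 in size and that with GC content a rho of 0.182, both under the 0.3 set for a bias. The relative depth of the Con libraries differed by at most 1.07 times. Over all 6 hippocampus libraries, however, relative depth fell as the component rose, with a Spearman's rho of -0.899 (exact permutation p = 0.0278), and depth was at most 1.07 times that of Con 1 in Con and at least 1.09 times in IR. In the cortex the rho was -0.759 (exact permutation p = 0.117), and depth was 1 in every Con library and at least 1.01 in IR. In each tissue this gap between the groups is the smallest step in which depth was estimated. On the log2 scale it runs from 0 to -0.02 in the cortex and from -0.1 to -0.12 in the hippocampus. Whether depth parts the groups is thus not settled. The spread cannot be told apart from library depth, and what was taken with the tissue at dissection was not tested against it. Without Con 3 the hippocampus had 217 differentially expressed genes.

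*Ecrg4* is a choroid plexus gene, and its highest values were in single libraries. The larger exact permutation p of the tissues for its correlation with 17 other choroid plexus genes was 0.0583, at rho 0.829 in the cortex, where Pearson's r was 0.975 (exact permutation p = 0.00556). In the hippocampus rho was 0.886 (exact permutation p = 0.0333) and r was 0.986 (exact permutation p = 0.00556). *Ttr*, a gene of the same set, was at 426 FPKM in cortex IR 2 and at most 27.4 FPKM in the other cortex libraries. In the hippocampus it was at 1005 FPKM in Con 2, which was not irradiated, and 1582 FPKM in IR 1, against at most 55.6 FPKM in the others. Carry-over of choroid plexus is therefore a candidate explanation for the rise of *Ecrg4*. The high value in Con 2 needs no irradiation, while in the cortex r was 0.708 without the 2 farthest libraries and the high value is in IR alone.

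*Ccl5* was listed at 18.8 FPKM in hippocampus Con 1. The mean of 6 T cell genes in that library was 11.5 times the highest among the other 5 hippocampus libraries. Carry-over of T cells in 1 library may therefore explain the fall of *Ccl5*, and since it concerns 1 library, no effect of irradiation can be read from it.

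*Hspa5*, *Hspb1* and *Sdf2l1* were highest in IR 1 of both tissues, which could follow if libraries of the same number came from the same mouse. Of the 36 ways to pair the numbers of the tissues, 11 gave a mean correlation across genes as high as the same-numbered pairing, whose mean r was 0.0337 (exact permutation p = 0.306). The data do not show that the numbers stand for mice.

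In the cortex, clock genes that peak with *Arntl* rose by a median log2 of 0.27 and those on the side of *Per* fell by 0.2085, with adjusted p values of 0.00127 and 0.0988 from fry. With the sides weighted in opposite directions, fry over 16 genes gave a p of 0.000717 in the cortex and 0.00586 in the hippocampus, where the medians were 0.09 and -0.07. A difference in clock phase between the groups at collection is a candidate explanation for the changes of *Ciart*, *Nr1d1* and *Dbp*. *Per2* and *Per1* rose in the cortex, by log2 0.71 and 0.47, against this pattern. A difference in the time of collection and an effect of irradiation on the clock would both give it, and the design cannot tell them apart.

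With *Csf1r* left out, the microglial set was lower in IR in 15 of 17 genes in each tissue (median log2 fold change -0.17 in the cortex and -0.28 in the hippocampus, adjusted p of 8.04e-06 and 9.62e-06 from camera, and 0.195 and 0.101 from fry). Fewer microglia or less microglial RNA may therefore lie behind a part of the fall of *Csf1r*. The log2 fold change of *Csf1r* itself was -0.80 in the cortex and -0.84 in the hippocampus. A loss shared equally by the genes of the set, at the size of the medians without *Csf1r*, would be smaller than this fall. With *Csf1r* among its 18 genes, the interaction of the set with tissue had a median of -0.05 (adjusted p = 0.820). The interaction was not tested without *Csf1r*.

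Persisting p53 activity at 3 months was tested on p53 targets without *Cdkn1a*. In the cortex 14 of 17 were higher (median log2 fold change 0.08, adjusted p = 0.0278 from camera) and in the hippocampus 8 of 16 (0.01, adjusted p = 0.495). By fry, the adjusted p was 0.242 and 0.328, and with *Cdkn1a* in the set 0.139 and 0.0270. The camera value in the cortex is consistent with p53 activity, at a small size, but fry gave no p under 0.05 for either tissue without *Cdkn1a*, so the matter is not settled. With *Cdkn1a* among the 18 genes of the set, the difference between the tissues had an adjusted p of 0.499. This difference was not tested without *Cdkn1a*.

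A loss of immature neurons and dividing precursors would lower the neurogenesis genes in the hippocampus. Their median log2 fold change was 0.0055 over 11 genes, with 6 higher in IR (adjusted p = 0.644 from camera). Such a loss was thus not seen at the level of whole hippocampus. The median ran from -0.1443 without Con 2 to 0.1123 without IR 1. Because its sign changed with the library left out, the test cannot exclude a loss.

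*Cirbp* and *Rbm3*, which respond to cold, fell in both tissues while heat-shock genes rose, 12 of 12 in the cortex and 9 of 12 in the hippocampus. *Cirbp* and *Rbm3* were chosen after their values were seen. A difference in temperature at collection could give an inverse relation between libraries of the same group. With group means removed, *Cirbp* and the median of the heat-shock genes had a Spearman's rho of -0.322 over the 12 libraries (permutation p = 0.310) and a Pearson's r of -0.269 (permutation p = 0.400), and r was -0.0748 without the 2 farthest libraries. This falls short of the -0.6 asked of the test. With group means removed the test covers only the variation within groups, so a difference in temperature between Con and IR cannot be told apart from irradiation.

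The asterisks of Table 2 followed a score of counting noise alone at a Spearman's rho of 0.797 and the p values of limma at 0.763, across 58 pairs of gene and tissue that are not independent. A p that counts sequencing noise but leaves out the spread between mice is a candidate explanation for asterisks on pairs with overlapping libraries. The values are too close to tell which p lay behind the asterisks.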
